# Tissue-Specific Transcriptomes Reveal Gene Expression Trajectories in Two Maturing Skin Epithelial Layers in Zebrafish Embryos

**DOI:** 10.1534/g3.119.400402

**Published:** 2019-08-20

**Authors:** Shawn J. Cokus, Maricruz De La Torre, Eric F. Medina, Jeffrey P. Rasmussen, Joselyn Ramirez-Gutierrez, Alvaro Sagasti, Fang Wang

**Keywords:** zebrafish, skin development, epithelia, transcriptome, keratin

## Abstract

Epithelial cells are the building blocks of many organs, including skin. The vertebrate skin initially consists of two epithelial layers, the outer periderm and inner basal cell layers, which have distinct properties, functions, and fates. The embryonic periderm ultimately disappears during development, whereas basal cells proliferate to form the mature, stratified epidermis. Although much is known about mechanisms of homeostasis in mature skin, relatively little is known about the two cell types in pre-stratification skin. To define the similarities and distinctions between periderm and basal skin epithelial cells, we purified them from zebrafish at early development stages and deeply profiled their gene expression. These analyses identified groups of genes whose tissue enrichment changed at each stage, defining gene flow dynamics of maturing vertebrate epithelia. At each of 52 and 72 hr post-fertilization (hpf), more than 60% of genes enriched in skin cells were similarly expressed in both layers, indicating that they were common epithelial genes, but many others were enriched in one layer or the other. Both expected and novel genes were enriched in periderm and basal cell layers. Genes encoding extracellular matrix, junctional, cytoskeletal, and signaling proteins were prominent among those distinguishing the two epithelial cell types. *In situ* hybridization and BAC transgenes confirmed our expression data and provided new tools to study zebrafish skin. Collectively, these data provide a resource for studying common and distinguishing features of maturing epithelia.

Epithelial cells form sheets that surround and define vertebrate organs. All epithelial cells share certain features, including apical–basal polarity, adhesion via cell–cell junctions, and expression of keratin intermediate filaments that provide mechanical strength. Notwithstanding these similarities, specific epithelial cell types have distinguishing features: they can form a single layer or stratify into a multi-layered epithelium; they can be flat (squamous) or tall (columnar); they can project a variety of elaborate protrusions, such as microvilli, cilia, and stereocilia; they can associate with a basement membrane on their basal surface or specialized extracellular matrices (ECMs) on their apical surfaces; and they can form different types of junctions. Here we set out to define the gene expression programs that determine common and distinguishing features of distinct epithelial cell types as they mature.

Much is known about the stem cells and complex regulatory mechanisms that maintain the stratified epidermis of the adult vertebrate skin during homeostasis and wound healing (Gonzales and Fuchs 2017), but relatively less attention has focused on the embryonic skin, before stratification. The vertebrate embryonic skin is initially a bilayered epithelium, consisting of an outer periderm and an inner basal cell layer (Wolf 1967, 1968a, 1968b; Holbrook and Odland 1975, 1980; Herken and Schultz-Ehrenburg 1981; M’Boneko and Merker 1988; Le Guellec *et al.* 2004; O’Brien *et al.* 2012; Richardson *et al.* 2014). In zebrafish, periderm cells are specified early in development from the enveloping layer surrounding gastrulating embryos (Kimmel *et al.* 1990), and differentiate a few hours ahead of basal cells (O’Brien *et al.* 2012). In mammals, periderm differentiates from surface ectoderm in a stereotyped regional progression (Wolf 1967, 1968a; Herken and Schultz-Ehrenburg 1981; M’Boneko and Merker 1988; Hardman *et al.* 1999; Richardson *et al.* 2014). Once specified, basal and periderm cells independently proliferate (Herken and Schultz-Ehrenburg 1981; Lee *et al.* 2014). Basal cells are stem cells that eventually give rise to all keratinocytes of the stratified adult epidermis (Smart 1970; Fuchs and Raghavan 2002; Muroyama and Lechler 2012; Guzman *et al.* 2013; Lee *et al.* 2014). Periderm in both fish and mammals is a transient tissue that ultimately sloughs off later in development (Wolf 1967, 1968a, 1968b; Holbrook and Odland 1980; M’Boneko and Merker 1988; Lee *et al.* 2014; Richardson *et al.* 2014).

Periderm and basal cells illustrate the key differences distinguishing epithelial cell types. For example, basal cells secrete a basement membrane on their basal surfaces to separate the epidermis from the mesenchymal dermis (Fuchs and Raghavan 2002; Muroyama and Lechler 2012), whereas periderm cells lack a basal ECM but display a glyocalyx and associate with mucins on their apical surfaces (Wolf 1967; Pinto *et al.* 2019; Depasquale 2018). Periderm cells project actin-based projections on their apical surfaces, either microvilli or elongated structures called microridges (Wolf 1967, 1968a; Lam *et al.* 2015; Depasquale 2018). Befitting their function as the embryo’s main barrier to the external environment, periderm cells are connected to one another by tight junctions (Morita *et al.* 2002; O’Brien *et al.* 2012; Yoshida *et al.* 2012; Richardson *et al.* 2014), whereas basal cells lack tight junctions, but have hemidesmosomes that attach them to the basement membrane (Le Guellec *et al.* 2004; Li *et al.* 2011a; O’Brien *et al.* 2012; Muroyama and Lechler 2012). Zebrafish basal cells have a unique interaction with the touch-sensing axon endings that innervate the zebrafish skin: initially, sensory axons innervate the region between the two cell layers, but, by 54 hr post-fertilization (hpf), the apical membranes of basal cells have begun wrapping around axons to ensheath them in structures reminiscent of sheaths formed by non-myelinating Schwann cells (O’Brien *et al.* 2012; Jiang *et al.* 2019). Since zebrafish are externally fertilized, and transgenic reporters for basal cells and periderm cells are available, zebrafish embryos are an ideal model for studying these early events in epithelial development.

As a foundation for understanding the maturation of epithelial cells and, more specifically, the function and development of basal and periderm cells, we determined the expression profiles of each cell layer at several early developmental timepoints. To accomplish this, we purified each cell type from transgenic zebrafish with Fluorescence-Activated Cell Sorting (FACS), and deeply profiled gene expression in each isolated population with RNA-Seq. These data identify genes that may be responsible for common and distinct features of periderm and basal cells, and provide a reference for studies of epithelial cell maturation.

## Materials and Methods

### Zebrafish

Zebrafish were maintained in 28.5° and pH 7.5 fish water. Adults were kept in a 14-hour light / 10-hour dark cycle. Tg(*krt4:dsRed*), Tg(*krt5:GFP*), Tg(*krt5:Gal4*), Tg(*UAS:nfsB-mCherry*), and Tg(*ΔNp63:Gal4*) lines were previously described (Curado *et al.* 2007; Hu *et al.* 2010; O’Brien *et al.* 2012; Rasmussen *et al.* 2015). Animal care and experimental procedures were approved by the CSUDH IACUC Committee and the UCLA Chancellor’s Animal Research Committee.

### Fluorescence-Activated Cell Sorting (FACS)

Dechorionated embryos were transferred into 1.5 ml tubes and rinsed with Ca^2+^-free Ringer’s solution for 15 min. During this incubation, yolk was removed by gently pipetting embryos through a 200 µl tip (with the end cut off) three to five times. Yolk-free embryos were transferred into a 35 mm petri dish with 5 ml of 0.25% Trypsin-EDTA (Sigma-Aldrich). Embryos were incubated at 28.5° and homogenized with a 200 µl tip every 10 min until most cells were dissociated (20 to 50 min). 55 µl 100 mM CaCl_2_ and 550 µl FCS were added to stop digestion. Dissociated cells were transferred into a 15 ml tube and centrifuged at 300 g for 5 min at 15°. Cells were rinsed once with 10 ml suspension solution (colorless Leibovitz medium L-15 with 0.3 g/L glutamine, 0.8 mM CaCl_2_, Penicillin 50 U/ml, Streptomycin 0.05 mg/ml, and 1% FCS). Dissociated cells were resuspended in suspension solution to ∼10^7^ cells/ml and immediately proceeded to cell sorting at the UCLA Broad Stem Cell Research Center Flow Cytometry Core. BD FACS ARIA II SORP instruments sorted cells, using a 488 nm laser for GFP detection and a 561 nm laser for dsRed detection.

### RNA-Seq libraries

Sorted cells in suspension solution were immediately lysed using the Qiagen RNeasy kit. Lysis was completed within two hours of dissociating cells. Total RNA was isolated following the Qiagen RNeasy kit and stored at –80°. Quality of all samples was assayed with an Agilent Bioanalyzer, and only samples with RNA Integrity Number > 8 were used for creating sequencing libraries. Poly-A bead-purified RNA-Seq libraries were prepared with the Illumina TruSeq RNA Library Prep Kit.

### Sequencing

23 RNA-Seq libraries (one per experimental replicate) were run a total of 25 times in various combinations across five full and fractional single end 50 or 51 nt Illumina HiSeq 2000/2500 high output lanes (with ∼1% PhiX spike-in as internal control), and demultiplexed (allowing a single mismatch to expected 7-mers) to obtain 21.2 to 45.4 million PF = 1 reads per replicate. Adapters at 3*ʹ* read ends and low quality bases were trimmed with *CutAdapt* 1.8.1 (Martin 2011, -m 21 --trim-n --max-n=2 -q 10,10 - a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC); in each replicate, ≥ 98.2% of reads and ≥ 97.9% of bases survived.

### Alignment

For cross-experiment fairness of mapping, only the first 47 nucleotides of each trimmed read were kept (retaining only trimmed reads ≥ 47 nt long). The resulting 21.0 to 45.2 million reads per replicate were aligned (with per-base quality scores) to the Ensembl release 92 (http://apr2018.archive.ensembl.org/Danio_rerio/Info/Index) top-level reference Zebrafish genome (GRCz11 chromosomes 1 to 25 + mitochondrion + 847/120-sequence subset of KN/KZ scaffolds, augmented with PhiX; alternate sequences excluded) with *STAR* 2.5.3a (Dobin *et al.* 2013, in single pass mode using known junctions from the Ensembl release 92 Zebrafish top-level reference annotation set [consisting of 31,901 genes — of which 25,431 are protein_coding — and 58,867 transcripts, of which 51,233 belong to protein_coding genes], retaining multiple locations for non-unique reads; --alignEndsType EndToEnd --outFilterMultimapNmax 999 --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate --outSAMunmapped Within --outMultimapperOrder Random --outSAMattributes All --alignIntronMin 10 --alignIntronMax 700000 --chimSegmentMin 20 --chimSegmentReadGapMax 3 --chimMainSegmentMultNmax 999 --winAnchorDistNbins 12 --winBinNbits 17 --winFlankNbins 6). Per replicate, 96.4–97.6% of reads aligned, and, of those aligning, 85.7–95.5% aligned uniquely.

### Quantification

Per-library count distributions to the Ensembl release 92 top-level reference Zebrafish transcripts were formed with *Salmon* 0.10.2 (Patro *et al.* 2017, submitting and including a patch that became part of *Salmon* 0.11.0 to fix a bug discovered during this work) from the *STAR* transcriptome alignments (--numGibbsSamples=1000 --thinningFactor=25 --useVBOpt --libType=U --fldMean=200 --fldSD=200 --rangeFactorizationBins=4 --minAssignedFrags=1 --seqBias --noBiasLengthThreshold). For each replicate, 1,000 Gibbs bootstrap count distribution samples were retained to enable technical variance estimation in statistical analyses.

### Statistical analyses

We followed the general outline of R Bioconductor package *Sleuth *(Pimentel *et al.* 2017, as if the *Wasabi* package (https://github.com/COMBINE-lab/wasabi) was used to import) in modeling per gene, per condition log-scale expression as normal distributions, with variance partitioned into a technical, assay component (informed by *Salmon* bootstraps) and a biological component (informed by replicate experiments within conditions). However, we manually conducted all analysis steps to have greater control and incorporate some features of the *DESeq2* package (Love *et al.* 2014) that *Sleuth* does not support (*e.g.*, we use *p*-values with 1.5x-fold change thresholds, rather than for any detectable difference); details are in supplemental methods (File S1).

### Gene ranking for Figure 5

This analysis focused on genes that (1) were highly enriched in skin, and (2) had strong layer-specific expression. Using normalized transformed per-condition model mean counts (see File S1), we scored (1) as *A* – *N*, where *A* was the mean of the three all skin conditions, and *N* was the mean of the three nonskin_1_ conditions; and we scored (2) as the sum-of-absolute-deviations-from-mean for the four basal cell and periderm conditions. Genes were then ordered by descending sum of these two component scores.

### In situ hybridization

*In situ* hybridization was performed according to the Thisse Lab *In Situ* Hybridization Protocol 2010 Update (updated from: Thisse and Thisse 2008). The 1,073 bp *keratin 4* (*krt4*) probe was synthesized using primers 5′-TAAGACCCTCAACAACCGCT-3′ and 5′-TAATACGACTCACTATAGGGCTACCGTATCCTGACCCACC-3′. The 1,122 bp *aerolysin-like protein 1* (*aep1*) probe was created using primers 5′-TGGGTTTGGGTTGGAGGATG-3′ and 5′-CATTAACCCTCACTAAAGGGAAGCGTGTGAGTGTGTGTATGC-3′. The 617 bp *transcobalamin beta b* (*tcnbb*) probe was generated using primers 5′-GCACTGGGAGGACTGGTAAG-3′ and 5′-TTGGAGTATTACAATGCTGGAGA-3′. The 1,265 bp *hephaestin-like 1a* (*hephl1*) probe was constructed using primers 5′-GGACATCAGCATGCAGAGAA-3′ and 5′-CCCAGCAAATACCACTTCGT-3′. For each gene, 100 ng of probe was added into 400 µl of hybridization mix and hybridization incubation was conducted overnight at 70°.

### BAC transgenes

We generated translational fusion transgenes by inserting a GFP reporter gene cassette directly preceding the stop codon of target genes in Bacterial Artificial Chromosomes (BACs) (Suster *et al.* 2011). To create pCS2+_linkEGFP_KanR, the amino acid linker sequence 5′-GGGSGGG-3′ was added upstream of the EGFP initiation codon by PCR amplification and the resulting linkEGFP fusion gene was cloned in place of *gal4FF* in plasmid pCS2+_gal4FF_kanR (Bussmann and Schulte-Merker 2011) using the restriction enzymes BamHI and XbaI. To create TgBAC(*col28a1a*-EGFP), the linkEGFP_KanR cassette was recombined in place of the *col28a1a* stop codon in BAC CH211-174D12 using the primers 5′-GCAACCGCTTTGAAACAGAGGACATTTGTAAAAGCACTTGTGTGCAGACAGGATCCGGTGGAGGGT-3′ and 5′-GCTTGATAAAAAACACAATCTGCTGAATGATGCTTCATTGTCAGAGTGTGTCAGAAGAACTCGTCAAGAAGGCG-3′. To generate TgBAC(*oclnb*-EGFP), primers 5′-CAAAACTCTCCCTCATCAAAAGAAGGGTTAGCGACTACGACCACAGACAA-3′ and 5′-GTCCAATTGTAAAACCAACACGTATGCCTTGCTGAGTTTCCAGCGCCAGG-3′ were used to recombine the linkEGFP_Kan cassette in place of the *oclnb* stop codon in BACs CH73-37J7 and CH211-65N9. BAC transgenes were isolated with a Qiagen Midi kit and microinjected into embryos generated by two sets of transgenic lines, Tg(*krt5:Gal4*) crossed with Tg(*UAS:nfsB-mCherry*), and TgBAC(*ΔNp63:Gal4*) crossed with Tg(*UAS:nfsB-mCherry*) (Curado *et al.* 2007; Rasmussen *et al.* 2015) to create transient GFP expression in skin cells.

### Microscopy

For confocal imaging, live zebrafish embryos were mounted in 0.02% tricaine and 1% low melt agarose, and imaged with a Zeiss LSM 710 or 800 confocal microscope. For *in situ* hybridization images, fixed and stained embryos were placed in 100% glycerol and imaged with a Leica M165 FC Stereomicroscope, with attached Leica DMC2900 camera.

### Comparison to de la Garza

See File S1 for methodological details, including conversion of 85% of the pre-2009 Ensembl transcript identifiers involved to current genes. The modernized periderm profile (converted from de la Garza *et al.* 2013 Supplemental Table S1) containing 1,151 genes (all but five of which are protein coding), *dnIrf6*-inhibited profile (converted from de la Garza *et al.* 2013 Supplemental Table S2) containing 344 genes (all protein coding), and the intersection of these containing 87 genes were compared to our study (see File S1 and File S7).

### Data availability

Fish lines and BAC transgenes are available upon request. Reads, quantifications, and statistical intermediates and results are available within NCBI GEO series GSE132304. File S1 contains supplemental methods. File S2 contains comprehensive heatmaps of Gene Ontology enrichments (retaining all rows and columns containing any *p*-value ≤ 0.0001), extending Figure 4. File S3 contains a comparison of keratin genes and chromosomal locations between our findings and Krushna Padhi *et al.* 2006. File S4 contains InterPro domain hit summaries used in the compilation of zebrafish type I and II keratins. File S5 contains comprehensive heatmaps of expressed genes (those with normalized transformed [log_2_-scale] counts ≥ 2.5 [*i.e.*, ≥ ∼5.7 in linear scale] in at least one condition) that encode cell surface receptors, transcription factors, and actin-binding proteins, extending Figure 5B–D. For convenience, File S6 repeats our gene flow classifications included inside NCBI GEO GSE132304. File S7 contains details of the comparison between our study and de la Garza *et al.* (2013). Figure S1 contains a phylogenetic tree of keratin and intermediate filament genes in zebrafish. Figure S2 contains gene expression plots (in similar style as Figure 2A) for all type I and II keratin zebrafish genes. A searchable website with gene expression profiles plotted in the style of Figure 2A is available at https://zfishskin.net. Supplemental material available at FigShare: https://doi.org/10.25387/g3.8266763.

## Results

### Developmental transcriptomes for two skin epithelial layers

To identify the genetic programs that drive maturation of periderm and basal cells, and to determine their distinguishing characteristics, we profiled gene expression at three developmental stages: the 20 somite stage (20 SS occurs at approximately 19 hpf in embryos raised at 28.5° (Kimmel *et al.* 1995), when the two epithelial skin layers are not yet fully defined; 52 hpf, when the two epithelial layers are established; and 72 hpf, when both layers have matured. These timepoints encompass the development of key epithelial features, including the formation of cell–cell junctions, the production of a specialized extracellular matrix, microridge morphogenesis on periderm cells, and formation of axon sheaths by basal cells (O’Brien *et al.* 2012).

To isolate each cell type, we used two transgenic fish lines: *krt4:DsRed* and *krt5:GFP* (Hu *et al.* 2010; O’Brien *et al.* 2012). Expression of the *krt4:DsRed* reporter begins at an early embryonic stage and labels both skin cell layers, but not other tissues, at all three developmental stages (O’Brien *et al.* 2012; Wang *et al.* 2012). *krt5:GFP* is not significantly expressed at 20 SS, but exclusively labels periderm cells (and not basal cells) at 52 hpf and 72 hpf (Hu *et al.* 2010). By crossing these two lines, we obtained double transgenic embryos that enabled the separation of skin cells (expressing *krt4:DsRed*) from the rest of the embryo (no fluorescence) at 20 SS. At 52 hpf and 72 hpf, these transgenic reporters distinguished periderm cells (expressing both transgenes) from basal cells (expressing only *krt4:DsRed*) as well as the rest of the embryo (no fluorescence) (Figure 1A–C).

**Figure 1:**
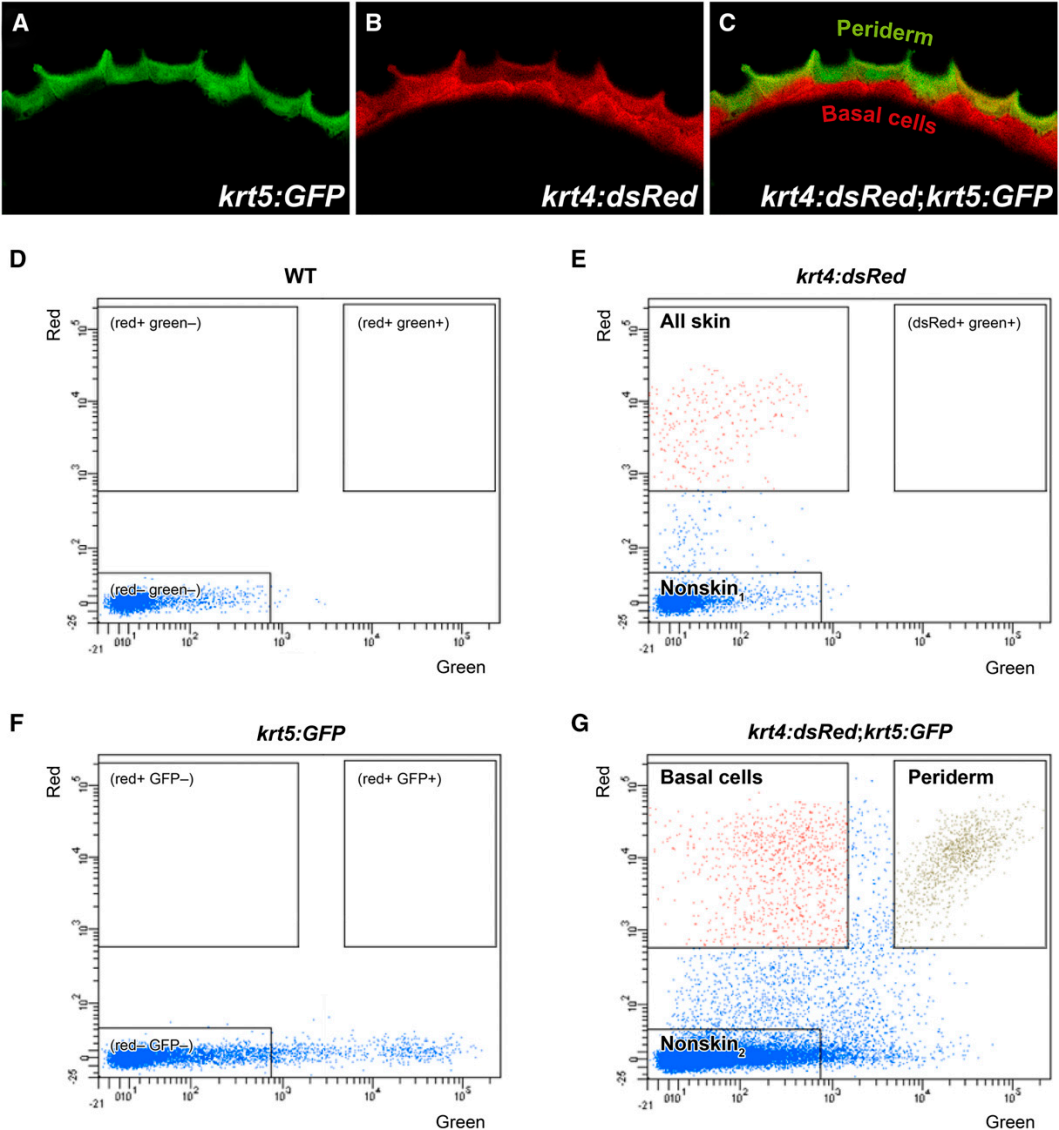
Two epithelial skin cell types isolated with FACS from transgenic fish. A–C) Confocal images of the skin covering the dorsal head region in 52 hpf embryos expressing GFP in periderm (Tg(*krt5:GFP*)), and RFP in both skin layers (Tg(*krt4:dsRed*)). D–G) Cells dissociated from 52 hpf embryos were separated by FACS. For each panel, green and red fluorescence intensities are indicated on *x*- and *y*-axes, respectively. FACS plots show gates for each cell population from wildtype animals (D), Tg(*krt4:dsRed*) embryos (E), Tg(*krt5:GFP*) embryos (F), and embryos with both transgenes (G). Cells in “All skin”, “Nonskin_1_”, “Basal cells”, “Periderm”, and “Nonskin_2_” boxes show gates that were used to collect cells into separate tubes for generating RNA-Seq samples.

Using FACS, we separated dissociated cells into specific isolates (Figure 1D–G). This enabled construction of the following 12 experimental conditions: “all skin cells” (RFP+) at 20 SS, 52 hpf, and 72 hpf; “nonskin_1_” cells (RFP–) at 20 SS, 52 hpf, and 72 hpf; “periderm” (RFP+ GFP+) at 52 hpf and 72 hpf; “basal cells” (RFP+ GFP–) at 52 hpf and 72 hpf; and “nonskin_2_” cells (RFP– GFP–) at 52 hpf and 72 hpf. We isolated two biological replicates for each condition, except for a single iteration of nonskin_2_ cells at 52 hpf.

An RNA-Seq library was prepared, sequenced, aligned, and quantified for each replicate experiment to obtain per-experiment, per-transcript estimated read count distributions (Methods and File S1); genes were handled as arithmetic sums of their transcript isoforms. 

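The 12 conditions gave 23 libraries, 2 for each condition and 1 for nonskin2 cells at 52 hpf. All skin and nonskin1 cells were sorted from Tg(*krt4:dsRed*) embryos, in which the red reporter marks skin, and periderm, basal and nonskin2 cells from embryos that also carried the periderm reporter Tg(*krt5:GFP*). Each library held expected read counts for 31901 genes. At 20 SS, the 2 nonskin1 libraries held 18182794 and 20204751 counts and the 2 all skin libraries 19095267 and 20268616. At 52 hpf, the totals were 21144740 and 32647529 in nonskin1, 23496554 and 25213205 in all skin, 20007624 and 28349627 in basal cells and 24537024 and 37844809 in periderm, and the single nonskin2 library held 23408064. At 72 hpf, they were 16168892 and 19361273 in nonskin1, 17988248 and 21585364 in all skin, 20701673 and 24299040 in nonskin2, 20933618 and 25208757 in basal cells and 20307229 and 23212757 in periderm. The median over all libraries was the 21144740 counts of a nonskin1 library. The authors trimmed the reads with cutadapt 1.8.1, aligned them to GRCz11 with STAR 2.5.3a, estimated counts per transcript with Salmon, summed transcripts to genes and raised every gene to a floor of 0.5 counts. Here the expected counts were rounded to whole numbers, which returns that floor to 0, and scaled by the trimmed mean of M-values (TMM). Levels are given as TMM-normalized counts, as the mean ± SD of the 2 libraries of a condition. The 24099 genes kept by filterByExpr were tested in a single quasi-likelihood fit of edgeR with a coefficient for each condition and 11 residual degrees of freedom. A gene was called when it differed by more than 1.5-fold at a Benjamini-Hochberg adjusted p under 0.05. The spread of the single nonskin2 library at 52 hpf was taken from the other conditions. Every sort held embryos of 1 stage, so a difference between stages includes any difference between sorts. In each of the 11 conditions with 2 libraries, the counts differed by more than sampling noise, with a chi-square per degree of freedom from 54.8 over 17356 genes in basal cells at 52 hpf to 185.98 over 21355 genes in nonskin1 at 52 hpf, over genes with at least 20 counts in the pair.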

The Gibbs samples of quantifications afforded estimates of per-gene technical variance, and biological replicates within conditions in combination with a shrinkage procedure enabled estimation of per-gene biological variance. Normalized expected read counts for genes (averaged over replicates within conditions), with awareness of total (technical plus biological) variance for each gene, were used for statistical analyses (*e.g.*, for differential expression).

To visualize each gene’s expression pattern, we plotted its expression across time per tissue. For example, Figure 2A shows three previously unknown skin enriched genes: *aep1*, *tcnbb*, and *hephl1a*. 

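At 20 SS, each of these genes was higher in all skin cells than in nonskin1 cells. *aep1*, which encodes a pore-forming protein of the aerolysin type, lies on chromosome 7 from 8373025 to 8374950 in GRCz11. Its normalized count was 971 ± 79.9 (SD, n = 2) in all skin and 32.8 ± 21.4 (SD, n = 2) in nonskin1, a log2 fold change of 4.89 (standard error 0.882, edgeR adjusted p = 0.00146). *hephl1a*, a relative of the copper-dependent iron oxidase hephaestin, lies on chromosome 15 from 2421432 to 2472933. It had 3397 ± 1301 counts in all skin and 654 ± 114 in nonskin1, a log2 fold change of 2.38 (standard error 0.331, edgeR adjusted p = 0.000386). *tcnbb*, a vitamin B12-binding protein of the transcobalamin family, lies on chromosome 5 from 30614532 to 30615901. It had 133 ± 97.8 counts in all skin and 11.2 ± 7.85 in nonskin1, a log2 fold change of 3.56 (standard error 0.809, edgeR adjusted p = 0.00842). At 52 hpf, periderm exceeded the single nonskin2 library by log2 fold changes of 9.20 (standard error 1.46, edgeR adjusted p = 0.000134) for *aep1* and 8.63 (standard error 1.303, edgeR adjusted p = 9e-05) for *tcnbb*. The call for *tcnbb* at 20 SS was lost without nonskin1 replicate A (adjusted p = 0.104) or all skin replicate A (adjusted p = 0.107).

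**Figure D1:**
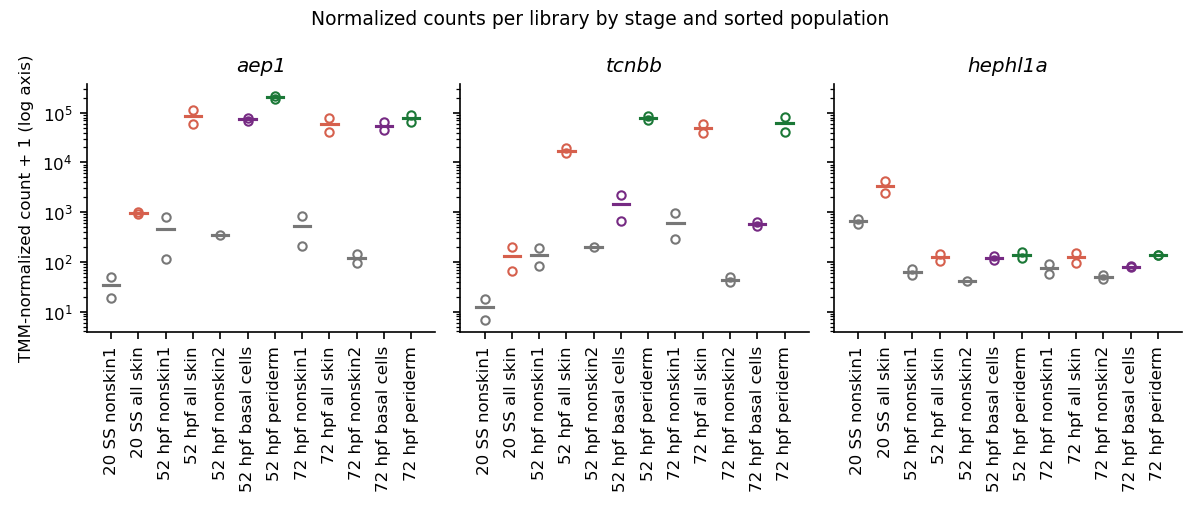
TMM-normalized counts of *aep1*, *tcnbb* and *hephl1a*, on a log axis, in each of the 23 libraries, by condition. Each point is a library and each bar the mean of its condition. In all skin at 20 SS, *aep1* had a mean of 971, *hephl1a* 3397 and *tcnbb* 133, each above its level in nonskin1.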

(These three genes were selected for verification by *in situ* hybridization (Figure 6).) 

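In periderm at 52 hpf, *aep1* had 203255 ± 23199 normalized counts (SD, n = 2), and in basal cells 73672 ± 7991 (SD, n = 2). The log2 difference between the layers of 1.46 (standard error 0.749, edgeR adjusted p = 0.337) did not pass the test, while a fit of only the groups compared called it (adjusted p = 0.00805). At 72 hpf, *aep1* had 78067 ± 19449 counts in periderm and 55265 ± 15818 in basal cells, and the log2 difference of 0.50 (standard error 0.735, edgeR adjusted p = 0.9) again did not pass. *tcnbb* had 79143 ± 11594 counts in periderm and 1442 ± 1111 in basal cells at 52 hpf, a log2 fold change of 5.78 (standard error 0.826, edgeR adjusted p = 0.000295). At 72 hpf it had 61871 ± 28893 in periderm and 584 ± 76.5 in basal cells, a log2 fold change of 6.73 (standard error 0.864, edgeR adjusted p = 0.000178). No alternative setting and no left-out library ended either *tcnbb* call at an adjusted p under 0.05.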

At 52 hpf and 72 hpf, *aep1* was highly expressed in both layers, whereas *tcnbb* was specifically enriched in periderm cells. By contrast, *hephl1a* was expressed at much higher levels at 20 SS than at later stages. 

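In all skin cells, *hephl1a* fell by 4.80 on the log2 scale from 20 SS to 52 hpf (standard error 0.373, edgeR adjusted p = 7.25e-06), to 122 ± 25.7 normalized counts (SD, n = 2). At 72 hpf the level in all skin was 123 ± 41.2, and the change from 52 hpf did not pass the test, with a log2 fold change of 0.01 (standard error 0.335, edgeR adjusted p = 1). The sorted layers held 136 ± 27.7 counts in periderm and 120.2 ± 15.3 in basal cells at 52 hpf, and 139 ± 0.461 and 78.9 ± 3.88 at 72 hpf. The single nonskin2 library at 52 hpf held 40.1.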

Similar plots for all genes, searchable by Ensembl identifier or gene names/keywords, are available on a website (https://zfishskin.net).

**Figure 2:**
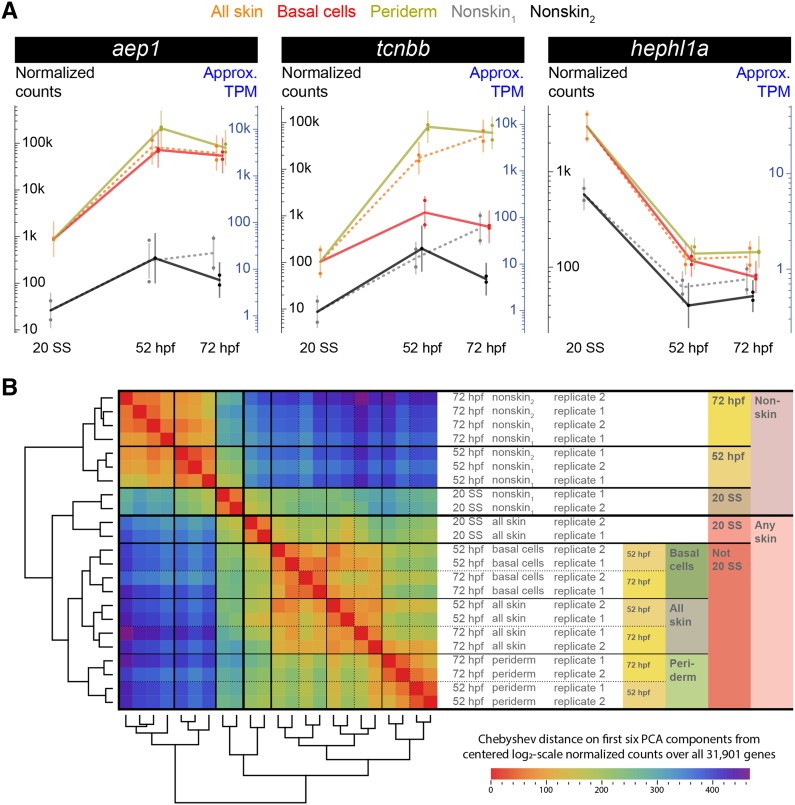
RNA-Seq transcriptomes reveal gene expression profiles, and cluster analysis of experiments. A) Three example expression profiles. In each plot, 23 dots (one for each experiment) show normalized expected read counts; dot color and placement indicates condition (with slight horizontal jitter to reduce visual overlap). For each condition, a vertical bar indicates the statistical model normal distribution (see File S1), with the bar vertically centered at the mean, and with tips at twice standard error away from the mean (hence, approximately indicating 95% confidence intervals). Approximate Transcripts Per Million (TPMs) are also shown (see File S1). Lines connect tissue means across timepoints (at 20 SS: using nonskin_1_ for nonskin_2_, and all skin for periderm and basal cells). B) Blind clustering of experiments: centered unscaled Principal Components Analysis (PCA) was performed on normalized transformed (log_2_-scale) expected counts for all 23 experiments using all 31,901 genes. The distance matrix and dendrograms after hierarchical clustering on the first six PCA components (using complete linkage with Chebyshev distance and optimal swiveling to minimize sum of adjacent leaf distances) are shown. The largest difference was between nonskin and skin conditions. Among nonskin experiments, timepoint was the next largest difference. In skin, 20 SS *vs.* 52/72 hpf was the second largest difference, followed by layers, and finally 52 hpf *vs.* 72 hpf. At 52 and 72 hpf, experiments involving all skin cells were more similar to basal cells than to periderm.

### Dynamics of gene expression in epithelial skin layers during early development

For a high level overview of the relationships among the genetic programs of different cell types, we performed blind clustering of the experimental expression profiles (Figure 2B). 

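The 2 libraries of basal cells at 52 hpf lay 37.3 apart and 51.4 from the nearest library of another condition, as the Chebyshev distance over the first 6 principal components of log2 normalized counts of all 31901 genes. In all skin at 20 SS, the replicates lay 62.6 apart and 128 from the nearest other library. In nonskin1 at 52 hpf, the replicates lay 67.8 apart, and the nonskin2 library of that stage lay 36.6 from one of them. In nonskin1 at 72 hpf the distances were 57.7 and 29.04. In 8 of the 11 conditions with 2 libraries, the replicates joined each other first in the tree, and the exceptions were nonskin1 at 52 and 72 hpf and nonskin2 at 72 hpf. The replicates of periderm at 52 hpf were 68.1 apart, and one of them lay 56.4 from a periderm library of 72 hpf. At 72 hpf, those of all skin were 73.4 apart against 58.8 to a library of 52 hpf. Those of basal cells were 56.9 apart against 51.4. In 5 of the 11 conditions, no other library lay nearer to either replicate than they lay to each other. Between nonskin1 and nonskin2 at 72 hpf, 4 genes passed the test, all lower in nonskin1, with 984 genes at an unadjusted p under 0.05 from edgeR and 36 called by DESeq2. These 4, named after their values were seen, were the cone photoreceptor genes *gnat2* and *opn1mw1*, *znf1179* and the unnamed gene ENSDARG00000090310. Leaving out a library moved this count to 16 (either nonskin1 library of 52 hpf), 19 (nonskin1 replicate B of 72 hpf), 0 (nonskin1 replicate A), 2 (nonskin2 replicate A or either basal library of 52 hpf) or 1 (nonskin2 replicate B or either basal library of 72 hpf). With a pseudocount of 5, or with the Euclidean distance over all components, replicates joined first in 7 conditions.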

Replicate-to-replicate variation was smaller than cross-condition variation, except among nonskin_1_ and nonskin_2_ experiments, which were quite similar. As expected, the transcriptomes of skin *vs.* nonskin populations were most different from one another. 

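At 20 SS, 2225 of 24099 genes tested were higher in all skin than in nonskin1 cells and 1244 were lower. Among the largest increases were *card14*, a regulator of NF-κB signaling in keratinocytes, with a log2 fold change of 7.65 (standard error 0.845, edgeR adjusted p = 3.54e-05) and *tgm1l4*, a transglutaminase, with 7.12 (standard error 0.819, edgeR adjusted p = 4.41e-05). The ceramidase gene *acer1* (7.07, standard error 0.929), the sialic acid hydroxylase gene *cmah* (7.09, standard error 0.881) and the annexin gene *anxa1b* (7.03, standard error 1.07) rose by similar amounts. Lowest relative to nonskin1 were globin genes, such as *hbbe3* at -7.12 (standard error 0.819, edgeR adjusted p = 4.41e-05), and the mesodermal zinc finger genes *drl* (-7.35, standard error 0.670) and *drll.2* (-7.60, standard error 1.07). Of 14 desmosome genes, 11 were higher and 0 lower (12 and 0 when adjusted over the list alone), and of 44 epidermal transcription factor genes, 25 were higher and 1 lower (30 and 2 when adjusted over the list alone). All 15 erythrocyte genes were lower (15 adjusted over the list alone), as were 11 of 15 endothelial genes (13 adjusted over the list alone, with 1 higher), 9 of 18 leukocyte genes (11 adjusted over the list alone), 6 of 15 pigment cell genes (11 adjusted over the list alone) and 5 of 9 notochord genes (8 adjusted over the list alone). Of 24 muscle genes, 1 was lower. Of 29 genes induced by tissue dissociation, 13 were higher in all skin and 1 lower (17 and 1 adjusted over the list alone). In the sorted layers, 9423 genes differed between periderm and nonskin2 at 52 hpf and 8515 between basal cells and nonskin2, and at 72 hpf 10481 and 10075. A skin and a nonskin library lay 340 apart on average, and a pair of libraries within skin or within nonskin 153. The number of genes called at 20 SS, 3469, was 1976 without nonskin1 replicate A and 1902 without all skin replicate A.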

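From 20 SS to 52 hpf, 938 genes rose in all skin cells and 577 fell. The actinodin genes of the fin fold were among the largest increases, at log2 fold changes of 11.45 (standard error 0.843, edgeR adjusted p = 5.53e-06) for *and3*, 10.34 (standard error 1.13) for *and2* and 10.13 (standard error 1.18) for *and1*. The versican gene *vcanb* (8.37, standard error 0.989), the ammonia transporter gene *rhbg* (8.24, standard error 0.822) and *col17a1a*, a transmembrane collagen of hemidesmosomes (8.93, standard error 1.49), also rose. *xkr8.1* had 0 counts in both libraries of 20 SS and 126 ± 5.72 normalized counts (SD, n = 2) at 52 hpf. Among the decreases were the hatching gland protease genes *ctslb*, at -10.36 (standard error 1.71, edgeR adjusted p = 0.00188), and *he1.3* (-6.77, standard error 0.990), and the lens genes *crybb1* (-7.80, standard error 1.11) and *gja8b* (-7.36, standard error 1.15). *p2rx3a*, an ATP-gated channel of sensory neurons, went from 379.7 ± 8.46 counts to 0 in both libraries of 52 hpf. Of 8 hatching gland genes, 6 fell (6 adjusted over the list alone), and so did 5 of 8 lens genes (6 adjusted over the list alone). At 20 SS the 8 hatching gland genes summed to 88999 and 243111 normalized counts in the 2 all skin libraries, against a mean of 245118 in nonskin1. *he1.3* was a skin gene at that stage, while *ctslb* was not, nor was any lens gene of the list. Whether these falls took place in skin cells was not tested. From 52 to 72 hpf, 1 gene changed in all skin, the ammonia transporter gene *rhcga*, named after its value was seen, at 5.99 (standard error 0.727, edgeR adjusted p = 0.0208), while 977 genes had an unadjusted p under 0.05 and DESeq2 called 8. A fit with a block for the replicate letter did not call *rhcga*. All skin libraries of 20 SS lay 152 from those of 52 hpf on average. All skin libraries of 52 and 72 hpf lay 84.7 apart. The *rhcga* call was lost without 52 hpf all skin replicate A (adjusted p = 0.687) or B (0.286), 72 hpf all skin replicate B (0.105), 52 hpf basal replicate A (0.0516) or B (0.052), 72 hpf basal replicate A (0.0501) or B (0.0503), and in a fit of only the groups compared (0.498). The count was 3 without 72 hpf all skin replicate A and 2 without either nonskin1 library of 52 hpf, and the 1515 genes called between 20 SS and 52 hpf became 498 without all skin replicate B of 20 SS, 786 without all skin replicate A of 52 hpf and 704 without its replicate B, and 945 in a fit of only the groups compared.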

Cell populations were then divided by timepoint: for both skin and nonskin, profiles at the 20 SS stage were clearly more different from those at the 52 and 72 hpf timepoints than the latter two stages were from each other. 

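At 52 hpf, 1440 genes were higher in periderm than in basal cells and 1658 lower, and at 72 hpf 1130 and 1346. The larger side turned with the scaling, as 46.5% of the genes called at 52 hpf were higher in periderm, against 54.0% with RLE factors and 50.6% with the factors of the authors, and at 72 hpf 45.6%, against 50.02% with RLE factors. The genes with the largest increases in periderm included *ftr31*, of a fish family of TRIM proteins, at a log2 fold change of 6.41 (standard error 1.04, edgeR adjusted p = 0.000817) at 52 hpf, the connexin gene *gja3* at 6.16 (standard error 0.901, edgeR adjusted p = 0.000329) and the pentraxin gene *ptx4* at 6.01 (standard error 0.819, edgeR adjusted p = 0.000207). *ch25hl1.1*, related to cholesterol 25-hydroxylase, was higher by 5.84 (standard error 0.813), and *abcc6b.2*, of the ABC transporters, by 7.06 (standard error 1.00) at 72 hpf. At 72 hpf, *ftr31* had 0 counts in both basal libraries and 110.0 ± 16.6 in periderm. Higher in basal cells at 52 hpf were the adrenergic receptor gene *adra1ba* at -4.38 (standard error 0.693, edgeR adjusted p = 0.000683), *rubcnl* at -4.66 (standard error 0.777) and the semaphorin gene *sema3c* at -4.15 (standard error 0.724). Of 20 mesenchyme and fin fold genes, 3 were higher in basal cells at 52 hpf and 7 at 72 hpf (4 and 12 adjusted over the list alone), and of 19 ionocyte genes 5 at 72 hpf (9 adjusted over the list alone, with 1 higher in periderm). No muscle gene passed the test, while the summed count of 24 muscle genes was 19964 and 493611 in the 2 periderm libraries of 52 hpf. From 52 to 72 hpf, 10 genes changed in periderm (1099 at an unadjusted p under 0.05 from edgeR, and 36 by DESeq2). These 10 were named after their values were seen: *gng13a*, *scpp5*, *muc5.3*, *trpm5*, *opn1mw1*, *per1a* and *si:ch211-51i16.1* rose and *hbbe3*, *nos2b* and *abca4a* fell. Of these, *opn1mw1* is a cone photoreceptor gene and *hbbe3* a globin gene. The erythrocyte genes summed to 24197 ± 6499 normalized counts (SD, n = 2) in periderm at 52 hpf and 11367 ± 8227 at 72 hpf. Whether these 2 genes changed in periderm cells themselves was not tested. In basal cells, 0 genes changed (1140 at an unadjusted p under 0.05 from edgeR, and 31 by DESeq2). The change of the layer difference between the stages passed for 0 genes (527 at an unadjusted p under 0.05 from edgeR, and 0 by DESeq2). Periderm and basal libraries lay 210.3 apart at 52 hpf and 200 at 72 hpf, and the 2 stages 89.4 apart in periderm and 72.3 in basal cells. The layer counts fell to 1976 without 52 hpf basal replicate A and to 1830 and 1824 without periderm replicate A and B, and at 72 hpf to 1319 without basal replicate A and to 1406 and 1391 without periderm replicate A and B. The 10 genes of periderm became 0 without either periderm library of 52 hpf, 3 without periderm replicate B of 72 hpf, 18 without either nonskin1 library of 52 hpf and 2 to 6 without a library of 20 SS, of all skin at 52 hpf, of basal cells, or of nonskin2 at 72 hpf, and in basal cells 31 genes changed without basal replicate A of 72 hpf.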

Skin samples next diverged in expression by layer, with 52 and 72 hpf only distinct at the finest levels of comparison (apart from replicate experiments) at this scale. At 52 and 72 hpf, the expression profiles of samples involving all skin cells were between those of basal cells and periderm, consistent with all skin being a physical mixture of the layers. These observations illustrate that, despite their differences, distinct epithelial cell types share much in common.

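Of the 3098 genes called between periderm and basal cells at 52 hpf, 2566 (82.8%) had a mean in all skin between those of the 2 layers, 478 lay above both and 54 below both. At 72 hpf, 2269 of 2476 genes (91.6%) lay between. The nonskin2 mean lay between the layers for 33.1% and 32.1% of these genes. The tight junction gene *oclnb* had 3227 ± 1516 normalized counts (SD, n = 2) in all skin at 52 hpf, against 15762 in periderm and 589.9 in basal cells. The type IV collagen gene *col4a5* had 71649 ± 3857 in all skin, 8359 in periderm and 91624 in basal cells. On a log2 scale from the basal level (0) to the periderm level (1), the median place of all skin was 0.250 at 52 hpf and 0.400 at 72 hpf. All skin libraries lay 93.1 from basal cells and 171.8 from periderm at 52 hpf, and 136 and 140.1 at 72 hpf. All skin and the layers came from separate sorts, and the nearness to basal cells was given no test. The paper reads the place of all skin between the layers as fitting a physical mixture of them.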

To study the different dynamic patterns of gene expression, we classified every gene into categories at each timepoint (see File S1 and File S6). At 20 SS (when we did not separate the two skin layers), each gene expressed significantly more highly in all skin relative to nonskin_1_ was placed into the “skin genes” (S) category, and the rest into the “nonskin genes” (N) category. At each of 52 and 72 hpf, a gene was placed into one of four categories based on the probabilities of the various orderings that periderm, basal cells, and nonskin_2_ cells could have had by the gene’s expression at that timepoint, with a 1.5x-fold change threshold for significant differences. A non-negligible probability (≥ 0.02) that neither periderm nor basal cells was significantly higher than nonskin_2_ cells placed the gene in the “nonskin” (N) category; otherwise, a non-negligible probability that periderm and basal cells were not significantly different placed the gene in the “general skin” (G) category; and otherwise the gene was placed in the “periderm-preferred” (P) or “basal-preferred” (B) categories, according to which layer was more likely highest. Placing genes into these categories allowed us to identify both common and distinguishing features of periderm and basal cells. Altogether, 23% of all 31,901 genes — the 7,286 “skin-enriched genes” — were in a skin category (S/G/B/P) for at least one timepoint. 

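The 6638 genes enriched in skin in at least 1 stage were 20.8% of the 31901 genes. Of these, 1742 joined the general skin category at 52 hpf and stayed (NGG), 1043 joined it at 72 hpf (NNG) and 842 were skin genes throughout without a layer preference (SGG). All genes that joined general skin at 72 hpf, 1071 with those of skin at 20 SS, fell to 673 without nonskin2 replicate A of 72 hpf and to 423 without its replicate B. The SGG flow held transcription factor genes of epidermal differentiation such as *grhl3*, *klf4* and *tfap2c*, which had been listed before the data were examined. The NGG flow held the mucous cell genes *agr2*, *muc5.1*, *muc5.2* and *spdef*, and NNG the ionocyte genes *atp1a1a.4* and *atp1a1a.5*. The mucin gene *muc5.1* was higher than in nonskin2 at 72 hpf by log2 fold changes of 6.76 (standard error 1.61, edgeR adjusted p = 0.00291) in periderm and 6.71 (standard error 1.61, edgeR adjusted p = 0.00313) in basal cells. Over all genes, 91.8% had the same flow as in the authors' deposited table, most of them NNN (24135 genes in both), while 1400 of the NGG genes, 633 of the NNG genes and 766 of the SGG genes did.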

Although our libraries were constructed with poly-A purification and our focus was on protein-coding genes, 10% of skin-enriched genes were annotated as non-protein coding (compared to 20% of all genes), with some detected at considerable levels.

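Of the 6638 skin-enriched genes, 5.03% were annotated as other than protein-coding, against 20.3% of all genes. They comprised 98 lincRNA, 89 processed transcript and 76 antisense genes, among others. The highest was the gene annotated as the processed transcript *dsg2.1*, of the desmosomal cadherin family, at a mean of 30519 normalized counts in its highest skin condition. The lincRNA genes *si:dkey-33c14.3* and *si:ch211-285j16.4* reached 28064 and 9691, and the antisense gene *si:ch211-39i2.2* 15521. These 4 were named after their values were seen. In all, 141 genes had a mean of at least 100 normalized counts in a skin condition and 36 of at least 1000. The counting did not use strand, so reads of an antisense gene and of its partner cannot be told apart.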

Visualizing expression dynamics of skin-enriched genes revealed basic features of the skin developmental program. We refer to a combination of categories at 20 SS, 52 hpf, and 72 hpf from the previous paragraph as a gene expression “flow”, and abbreviate such combinations by concatenating the category characters for 20 SS, 52 hpf, and 72 hpf, in that order. Figure 3 represents all flows for the 7,286 skin-enriched genes. For example, 573 genes were enriched in skin at 20 SS (category S) and later became specifically enriched in periderm cells (category P) at both 52 and 72 hpf; this flow is thus denoted “SPP”. 

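The SPP flow held 536 genes, 514 of which the authors' deposited table also placed in it. Tight junction members were *cldne*, *cldnf*, *cldnk*, *cldn23.1*, *cgnb*, *marveld2b* and *oclnb*, and members for transcription factors were *ovol1a*, *foxq1b*, *epas1a*, *nr1d1*, *creb3l1* and *dlx5a*. *evpla*, of the plakin family that ties desmosomes to keratin, was higher in all skin than in nonskin1 at 20 SS by a log2 fold change of 5.60 (standard error 0.657, edgeR adjusted p = 5.3e-05). It was higher in periderm than in basal cells by 5.11 (standard error 0.641, edgeR adjusted p = 0.000129) at 52 hpf and 4.99 (standard error 0.638, edgeR adjusted p = 0.000188) at 72 hpf. The claudin gene *cldn23.1* followed the same order, with 5.81 (standard error 0.738, edgeR adjusted p = 8.57e-05) at 20 SS, 5.58 (standard error 0.725, edgeR adjusted p = 0.000154) at 52 hpf and 5.44 (standard error 0.720, edgeR adjusted p = 0.000234) at 72 hpf. The keratin gene *krtt2c8* had 6.76 (standard error 0.774, edgeR adjusted p = 4.31e-05) at 20 SS. A further 308 genes were periderm-preferred at both later stages without being skin genes at 20 SS (NPP).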

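The epidermal transcription factor genes showed both kinds of timing. *klf4* and *grhl3* were skin genes from 20 SS on, while *klf6a*, also on the list of genes induced by tissue dissociation, joined the general skin category at 52 hpf (NGG). The list members *elf3* and *grhl2b*, named here after their values were seen, were in NGG as well. In all, 2225 genes were in the skin category at 20 SS. At 52 hpf, 5155 genes were in a skin category, of which 3133 were general skin, 1146 periderm-preferred and 876 basal-preferred. At 72 hpf, 5884 were, of which 4054 were general skin, 953 periderm-preferred and 877 basal-preferred. The categories were rebuilt from edgeR calls at an adjusted p under 0.05 against all skin and nonskin1 at 20 SS and against nonskin2 later, where the authors took the probabilities of the orderings of the 3 populations. The number at 20 SS was 1412 without nonskin1 replicate A, 1409 without nonskin1 replicate B and 1457 without all skin replicate A. The basal-preferred genes of 52 hpf became 562 without basal replicate A of that stage, and 464 and 394 without its periderm replicate A and B. Those of 72 hpf became 403 without basal replicate A of that stage, and 480 and 281 without its periderm replicate A and B, and the periderm-preferred genes of 72 hpf became 565 without that basal replicate A and 627 without periderm replicate A. At 20 SS the reference was 2 nonskin1 libraries, at 52 hpf 1 nonskin2 library and at 72 hpf 2.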

At 20 SS, there were 2,414 skin genes, while there were 5,431 genes and 6,084 genes in G/B/P categories at 52 and 72 hpf, respectively, indicating that major aspects of cellular specification occurred between 20 SS and 52 hpf, and fewer between 52 hpf and 72 hpf. 

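Between 52 and 72 hpf, 1071 genes went from the nonskin to the general skin category and 423 the other way, a ratio of 2.53. A category is set against the nonskin2 cells of its stage, so a gene can change category without a called change in skin. Tested directly from 52 to 72 hpf, 10 genes changed in periderm, 0 in basal cells and 1 in all skin. Genes that joined included *atp1a1a.3*, which encodes a subunit of the sodium pump in ionocytes. Its log2 difference from nonskin2 in periderm was 0.71 (standard error 0.614, edgeR adjusted p = 0.472) at 52 hpf and 3.95 (standard error 0.551, edgeR adjusted p = 3.79e-05) at 72 hpf, and in basal cells 0.22 (standard error 0.603, edgeR adjusted p = 0.871) and 4.68 (standard error 0.569, edgeR adjusted p = 9.99e-06). Genes that left included *copb1* and *copg2* of a vesicle coat, and genes that stayed included the claudin gene *cldn7b* and the desmoplakin genes *dspa* and *dspb*. The references differed in number, with 1 nonskin2 library at 52 hpf and 2 at 72 hpf. The ratio was 1.02 without nonskin2 replicate A of 72 hpf and 0.504 without its replicate B, 0.942 with nonskin1 cells as the reference and 0.972 in a fit of only the groups compared.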

The largest changes between 52 and 72 hpf were exchanges between general skin genes and nonskin genes, but more genes changed from nonskin to general skin (∼2:1), suggesting that subsequent maturation likely involves recruitment of new genes.

**Figure 3:**
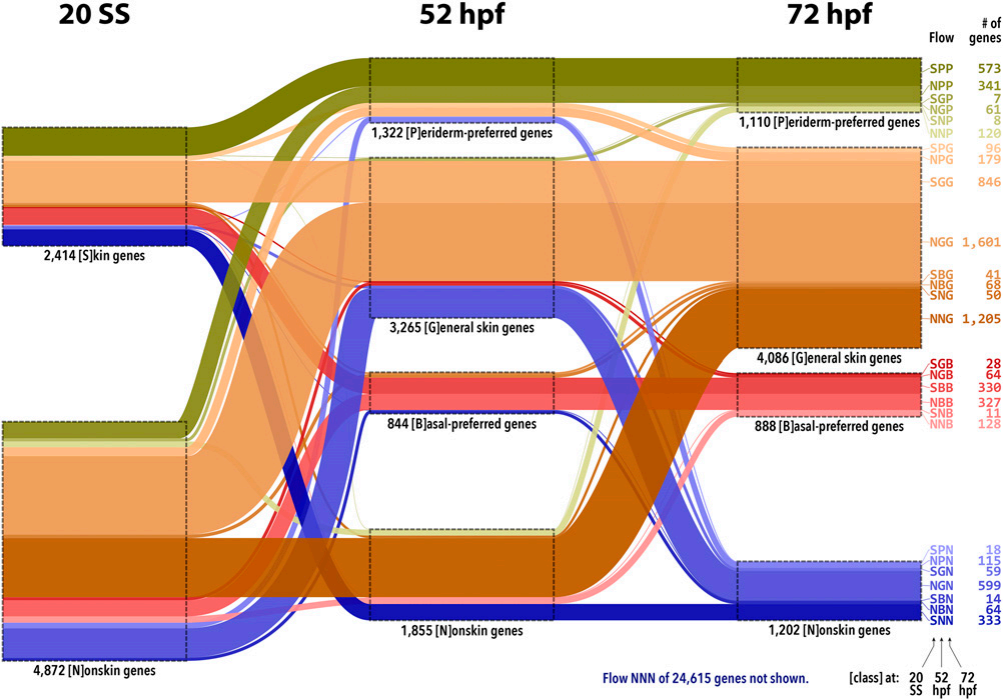
Expression dynamics of skin-enriched genes. Using RNA-Seq expression profiles, the 31,901 Ensembl release 92 zebrafish genes were classified (see File S1) at 20 SS into categories of ‘S’kin genes *vs.* ‘N’onskin genes, and at each of 52 and 72 hpf into categories of ‘P’eriderm-preferred genes, ‘B’asal-preferred genes, ‘G’eneral skin genes, and ‘N’onskin genes. Each gene thus belongs to exactly one of 32 possible “flows”, of which 28 have at least one gene (all of which except NNN are depicted, with width proportional to the number of genes). 15 flows have at least 70 genes, and 10 flows have at least 200 genes.

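In the rebuilt categories, 28 flows held at least 1 gene, 14 held at least 70 and 10 held at least 200. After NNN with 25263 genes, the largest were NGG, NNG, SGG and SPP, followed by NGN with 383, SBB with 340, NBB, NPP with 308 and SNN. SBB fell to 112 genes without periderm replicate B of 72 hpf, and NPP to 141 without basal replicate A of that stage. Genes that left general skin at 72 hpf, most of them NGN, rose from 423 to 659 without nonskin2 replicate A of that stage and to 840 without its replicate B. The remaining flows were small, such as SGP with 8 genes, one of which was the keratin gene *krt1-19d*, and SNP with 3.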

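Of the 876 genes that were basal-preferred at 52 hpf, 875 were again lower in periderm than in basal cells at 72 hpf, and of the 1146 that were periderm-preferred, 1143 were again higher in periderm. *npnta*, a basement membrane protein that binds integrins, had log2 periderm to basal differences of -2.76 (standard error 0.457, edgeR adjusted p = 0.0014) at 52 hpf and -2.54 (standard error 0.454, edgeR adjusted p = 0.00326) at 72 hpf. The claudin gene *cldne* had 4.99 (standard error 0.739, edgeR adjusted p = 0.000414) and 4.23 (standard error 0.713, edgeR adjusted p = 0.00147). Genes that kept the basal preference had a median log2 difference of -2.74 at 52 hpf and -2.69 at 72 hpf, and those that kept the periderm preference 3.85 and 3.36. The 202 genes that left the basal-preferred category went from a median of -2.15 to -1.55, and the 302 that left the periderm-preferred category from 2.03 to 1.28. Both stages were measured in separate sorts of 2 libraries per layer, and no gene passed the test of a change of its layer difference, as given with the layer counts.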

Basal- and periderm-preferred genes were quite stable. The four flows involving B *vs.* P exchanges — SBP, SPB, NBP, and NPB — had *zero* genes. Thus, of the 844 basal-preferred genes at 52 hpf, zero were periderm-preferred at 72 hpf while 78% remained basal-preferred (and 13% became general skin and 9% nonskin, with some fraction of these expected to be borderline cases). Similarly, of the 1,322 periderm-preferred genes at 52 hpf, zero were basal-preferred at 72 hpf while 69% remained periderm-preferred (and 21% became general skin and 10% nonskin, again with some fraction expected to be borderline cases). These results suggest that fate specification for the periderm and basal cell layers is largely irreversible by 52 hpf.

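Among genes named here, the basal-preferred *galnt18b* and *itgb3b* and the periderm-preferred *cldnk* and *b4galt1* kept their side. *galnt18b*, a gene for an enzyme of O-linked glycosylation, was at log2 periderm to basal differences of -3.08 (standard error 0.466) at 52 hpf and -3.07 (standard error 0.469) at 72 hpf, and *cldnk* at 4.79 (standard error 0.829) and 4.59 (standard error 0.822). In the rebuilt categories, 0 genes exchanged the 2 preferences by edgeR's calls, and 0 did so by DESeq2's calls or at an unadjusted p under 0.02. No gene that was basal-preferred at 52 hpf was higher in periderm by over 1.5-fold at 72 hpf. In a fit that leaves out 1 library the count was 0 each time, for 22 of the 23 libraries, and without the single nonskin2 library of 52 hpf no category can be formed at that stage.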

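Collagen genes were among those that stayed basal-preferred, such as *col4a3*, *col4a4*, *col7a1* and *col18a1a*. Of the 876 basal-preferred genes of 52 hpf, 76.9% were basal-preferred again at 72 hpf (95% exact binomial interval 74.0 to 79.7), 17.0% were general skin and 6.05% nonskin. The interval treats genes as independent and leaves out the spread between libraries. *sema3c* and *adamts13* went to general skin (NBG) and *kcnip4b* to nonskin (NBN). The share that stayed was 28.4% without periderm replicate B of 72 hpf, 49.2% without its replicate A and 38.2% without basal replicate A of 72 hpf. The 876 genes became 562 without basal replicate A of 52 hpf, and 464 and 394 without periderm replicate A and B of that stage.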

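Glycosylation genes were among those that stayed periderm-preferred, such as *b3gnt7*, *galnt6*, *gcnt3* and *c1galt1c1*. Of the 1146 periderm-preferred genes of 52 hpf, 73.6% were periderm-preferred again at 72 hpf (95% exact binomial interval 71.0 to 76.2), 21.8% were general skin and 4.54% nonskin. This interval, too, leaves out the spread between libraries. The claudin gene *cldnb* and the elongase gene *elovl1a* went to general skin (SPG), and *abca4a* to nonskin (SPN). The share that stayed was 47.5% without basal replicate A of 72 hpf and 59.4% in a fit of only the groups compared. Of the 302 genes that left the category, all but 3 still had their higher mean in periderm at 72 hpf.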

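Of the epidermal transcription factor genes, 10 were periderm-preferred at 52 hpf and 7 of them at both stages, and 3 were basal-preferred at 52 hpf and 2 of them at both. *nr1d1*, a nuclear receptor of the circadian clock, had log2 periderm to basal differences of 3.99 (standard error 0.406, edgeR adjusted p = 4.2e-05) at 52 hpf and 2.35 (standard error 0.373, edgeR adjusted p = 0.00172) at 72 hpf, and *epas1a*, a hypoxia-inducible factor, of 2.77 (standard error 0.435, edgeR adjusted p = 0.000922) and 2.44 (standard error 0.429, edgeR adjusted p = 0.00315). From the absence of exchanges between the preferences and the shares that kept them, the paper proposes that the fates of the 2 layers are largely fixed by 52 hpf.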

### Differential functional enrichments in two distinct epithelial skin layers during early development

To unveil the unique characteristics of different developmental stages and epithelial layers, we used functional annotation enrichment analyses to examine every gene expression flow, as well as certain combinations of flows. An asterisk at a timepoint indicates any expression category; for instance, “*BB” refers to genes that were in any category at 20 SS (N or S), but were in the basal-preferred category at both 52 and 72 hpf. Furthermore, at each of 52 hpf and 72 hpf, genes enriched in skin in any way were partitioned across three categories (B/P/G), and ‘S’ (“any skin”) indicates any of these three ways. For example, “SSS” indicates genes that were skin genes at 20 SS and also belonged to any of the skin categories (B/P/G) at both 52 and 72 hpf (and not necessarily the same category at 52 hpf *vs.* 72 hpf). To display some of the key biological differences distinguishing cell populations, we show 15 representative flows/flow combinations and 74 representative Gene Ontology (GO) terms — 23 Cellular Component (CC) terms, 23 Molecular Function (MF) terms, and 28 Biological Process (BP) terms — in Figure 4. (Comprehensive heatmaps are available in File S2.) These analyses revealed layer-specific gene categories, and gene categories that changed as skin matured.

**Figure 4:**
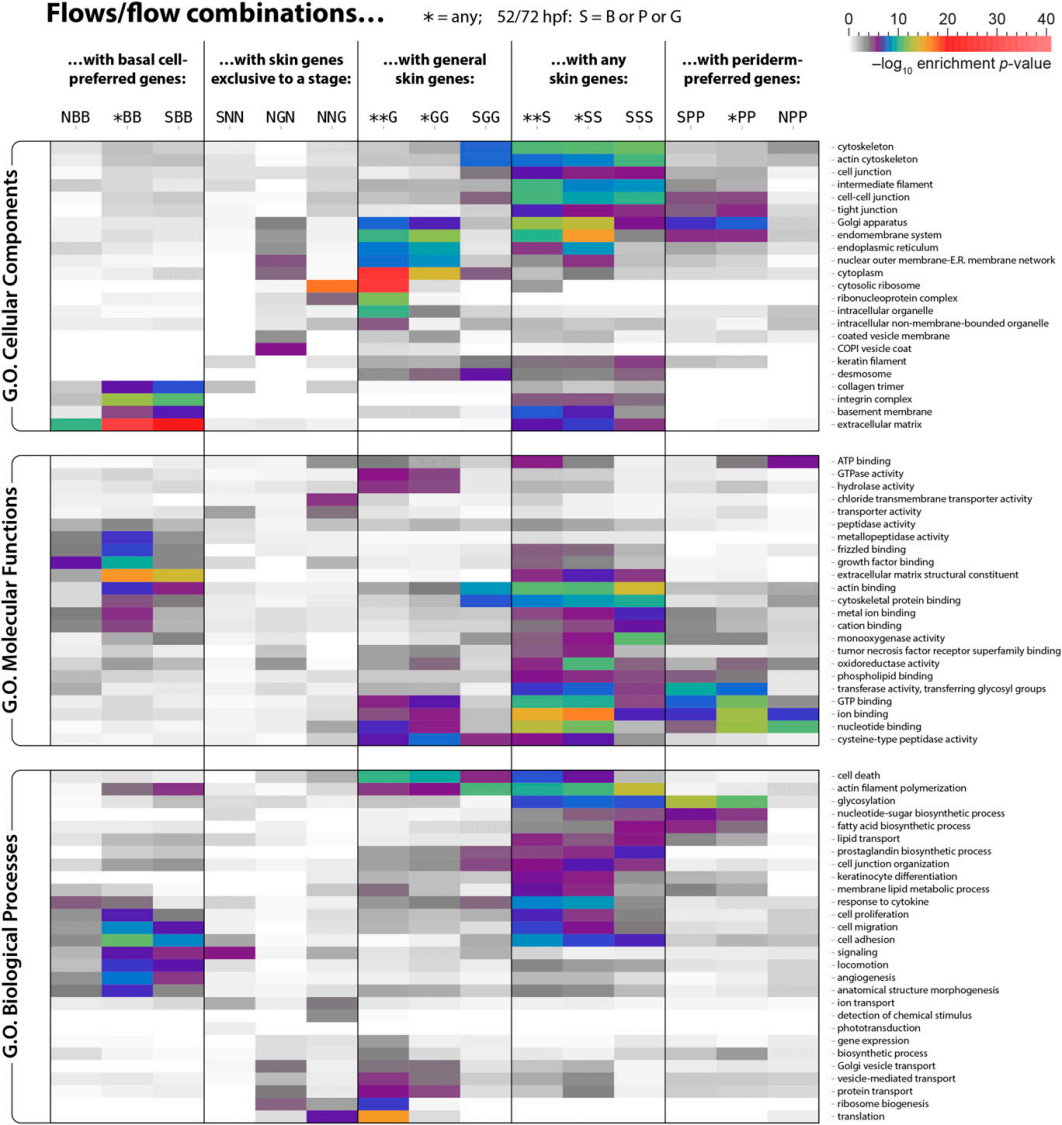
Highlights of Gene Ontology (GO) enrichments in flows and certain flow combinations. We examined GO Cellular Component, Molecular Function, and Biological Process terms for enrichment in flows (expression patterns of category ‘N’/‘S’ at 20 SS and ‘N’/‘G’/‘B’/‘P’ at 52 and 72 hpf) and certain combinations of flows (at 20 SS, ‘*’ combines ‘N’ and ‘S’; at 52/72 hpf, ‘S’ combines ‘B’ and ‘P’ and ‘G’, and ‘*’ combines ‘S’ and ‘N’), as described in File S1. The *p*-values (see colorbar; grays are insignificant) for selected illustrative GO terms and flows/flow combinations are shown. (For larger heatmaps including all rows and columns containing every *p*-value ≤ 0.0001, see File S2.)

The basal cell-preferred (NBB, *BB, and SBB) and periderm-preferred (SPP, *PP, and NPP) gene flows/combinations were differentially enriched in several CC, MF, and BP GO terms. Basal flows/combinations were enriched with GO terms indicating extracellular matrix (especially basement membrane) and integrin complex components; actin binding and growth factor binding functions; and cell adhesion, migration, and signaling processes. By contrast, periderm gene flows/combinations were enriched in cell–cell junction (especially tight junction) and endomembrane/Golgi components; ion, nucleotide, GTP, and ATP binding functions; and glycosylation, nucleotide-sugar, and fatty acid biosynthetic processes. 

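Genes of the matrix and of its receptors were over-represented in the basal flows. Of 45 basement membrane genes, 14 were basal-preferred at both later stages (*BB), where 1.26 would be expected, and of 29 integrin genes, 12, where 0.811 would be (Fisher's exact test, one-sided, adjusted p = 5.29e-10 and 4.19e-10). Nephronectin (*npnta*), *col4a3* to *col4a6*, *col18a1a* and *agrn*, which encodes the heparan sulfate proteoglycan agrin, were among the first group. The integrin subunit genes *itga3b*, *itgav*, *itgb4* and *itgb5* were among the second. *agrn* was lower in periderm than in basal cells at 52 hpf by a log2 fold change of -2.40 (standard error 0.385, edgeR adjusted p = 0.00133) and *itga3a* by -3.06 (standard error 0.543, edgeR adjusted p = 0.00202). Of 21 fibrillar and dermal collagen genes, 9 were in *BB (expected 0.587, adjusted p = 7.78e-08 from the exact test), and of 165 secreted signal and receptor genes, 18 (expected 4.61, adjusted p = 1.87e-05 from the exact test). Hemidesmosome genes (3 of 10, adjusted p = 0.0214 from the exact test) and actin filament genes (8 of 78, adjusted p = 0.0159 from the exact test) were also over-represented. By GO terms, tested after the flows had been seen, *BB held 45 extracellular matrix genes (expected 6.52, adjusted p = 1.41e-22), 13 of 32 integrin complex genes (adjusted p = 1.40e-10), 10 of 41 growth factor binding genes (adjusted p = 3.26e-06) and 23 actin binding genes (adjusted p = 0.00106), all by the exact test. For the processes, the exact test gave adjusted p = 1.30e-08 for cell adhesion, 5.89e-07 for cell migration and 4.83e-09 for signaling. Mesenchyme and fin fold marker genes took 1.44% of the counts of basal cells at 52 hpf and 0.239% of those of periderm. The background was the genes tested and annotated. Here and below, the exact test treats the genes of a list as independent, and its p-values are too small for genes that vary together.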

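Glycosyltransferase, tight junction, nucleotide sugar and fatty acid genes were over-represented in the periderm flows. Of 75 glycosyltransferase genes, 16 were periderm-preferred at both later stages (*PP), where 2.63 would be expected, and of 54 tight junction genes, 9, where 1.89 would be (Fisher's exact test, one-sided, adjusted p = 1.42e-07 and 0.00136). *galnt6*, which starts mucin-type sugar chains, was higher in periderm at 52 hpf by a log2 fold change of 4.13 (standard error 0.576, edgeR adjusted p = 0.000284). The cingulin gene *cgnb*, whose product sits on the inner side of tight junctions, was higher by 3.91 (standard error 0.373, edgeR adjusted p = 3.55e-05) and its relative *cgna* by 3.77 (standard error 0.433, edgeR adjusted p = 9.86e-05). Of 41 nucleotide sugar genes, 10 were in *PP (expected 1.44, adjusted p = 1.98e-05 from the exact test), among them *gmds*, the first enzyme of GDP-fucose synthesis, at 3.86 (standard error 0.330, edgeR adjusted p = 3.22e-05), and *ugp2b* at 2.60 (standard error 0.281, edgeR adjusted p = 9.47e-05). Of 36 fatty acid genes, 7 were in *PP (expected 1.26, adjusted p = 0.00278 from the exact test), among them *acsl3a* at 3.74 (standard error 0.460, edgeR adjusted p = 0.000134). Among 44 epidermal transcription factor genes, 7 were (adjusted p = 0.00935 from the exact test). By GO terms, tested after the flows had been seen, *PP held 27 of 194 glycosylation genes (adjusted p = 4.30e-08), 38 of 422 Golgi genes (adjusted p = 3.40e-06), 67 of 1216 endomembrane genes (adjusted p = 0.00216), 14 of 149 cell-cell junction genes (adjusted p = 0.00452) and 8 of 54 tight junction genes (adjusted p = 0.00289), all by the exact test. For GTP, ATP, nucleotide and ion binding, the adjusted p from the exact test was 2.78e-05, 0.000643, 1.34e-08 and 2.35e-07, for nucleotide-sugar synthesis 0.000235 and for fatty acid synthesis 0.00452.

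**Figure D2:**
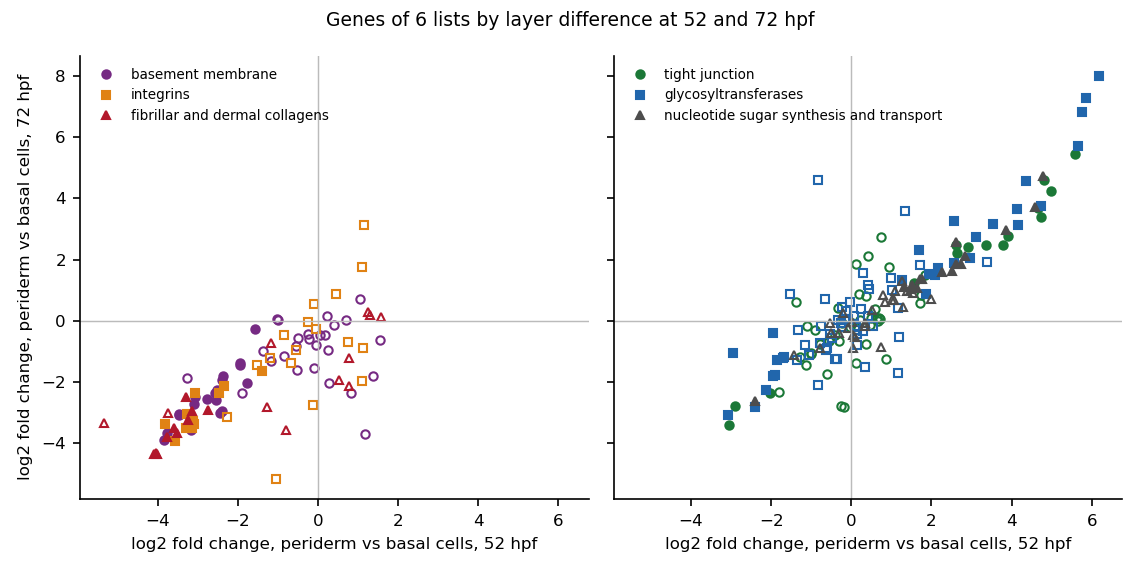
Log2 fold change of each gene between periderm and basal cells at 72 hpf (vertical axis) against that at 52 hpf (horizontal axis), for basement membrane, integrin and collagen genes (first panel) and tight junction, glycosyltransferase and nucleotide sugar genes (second panel), with filled points for genes that passed the test at 52 hpf. All 12 integrin genes that passed lie below 0, and *galnt6* lies at 4.13.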

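Of 28 GO terms tested after the flows had been seen, 9 were over-represented in SBB and 6 in NBB, and 10 in SPP and 3 in NPP (Fisher's exact test, one-sided, at an adjusted p under 0.05). The glycosylation term held 23 genes in SPP (adjusted p = 5.47e-09 from the exact test) and 4 in NPP (adjusted p = 0.505 from the exact test). SPP held the glycosyltransferase genes *b3gnt7*, *fut9b.1* and *mgat3a*, and NPP *b3gnt7l* and *st6gal2b*. The extracellular matrix term held 29 genes in SBB (adjusted p = 6.83e-17 from the exact test) and 16 in NBB (adjusted p = 1.83e-06 from the exact test). The difference in the number of terms was given no test of its own.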

Layer-specific gene flows committing to skin later (NBB and NPP) were enriched in fewer GO terms than flows for layer-specific genes committing to skin early (SBB and SPP), suggesting that later-enriched genes might be more diverse, resulting in fewer significant GO term enrichments.

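The GO terms desmosome, actin cytoskeleton and cell death passed in SGG and in no layer's flow. The flows were not tested against each other, and the list of actin filament genes did pass in *BB. Of the 8 GO terms enriched in SGG (of 28 tested after the flows had been seen), 3 were enriched in neither layer's flows, 2 were shared with a basal flow (actin binding and actin filament polymerization) and 3 with a periderm flow (cell-cell junction, Golgi apparatus and ion binding). In *GG, 12 terms were enriched, 2 of them shared with a basal flow, 6 with a periderm flow and 4 with neither. In **G, 15 were, with 3, 6 and 6. The terms were those the paper names, many of them for a layer, so the number shared does not measure how distinct general skin was. Each enrichment was called by Fisher's exact test at an adjusted p under 0.05. No integrin gene was in *GG, where 3.11 would be expected.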

Flows/combinations focusing on general skin genes (**G, *GG, and SGG) were enriched in GO terms that were mostly distinct from those for flows/combinations involving basal cell-preferred or periderm-preferred genes (although a few terms were shared with periderm), reflecting common skin cell features. For example, desmosome and cytoskeletal (actin) components, and actin filament polymerization, cell death, translation, and protein transport processes were enriched in flows/combinations focused on general skin, and thus represent common epithelial features. 

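Of 14 desmosome genes, 10 were general skin genes at both later stages (*GG), where 1.50 would be expected (Fisher's exact test, one-sided, adjusted p = 2.96e-06). They included the desmosomal cadherin genes *dsc2l* and *dsg2.1*, the plakophilin genes *pkp1a*, *pkp1b*, *pkp2* and *pkp3a*, and *perp*. *perp*, a membrane protein of desmosomes, was higher than in nonskin2 at 52 hpf by a log2 fold change of 5.51 (standard error 0.866, edgeR adjusted p = 0.000137) in periderm and 5.32 (standard error 0.857, edgeR adjusted p = 0.000217) in basal cells. Of 78 actin filament genes, 22 were in *GG (expected 8.36, adjusted p = 0.000232 from the exact test), among them the cofilin gene *cfl1l*. Of 44 epidermal transcription factor genes, 20 were (expected 4.72, adjusted p = 1.42e-07 from the exact test). Of 29 genes induced by tissue dissociation, 22 were in *GG (expected 3.11, adjusted p = 5.28e-14 from the exact test), such as *junbb* and *hspa8*. Nucleotide sugar genes (11 of 41, adjusted p = 0.0284) and mucous cell genes (4 of 6, adjusted p = 0.0165) were also over-represented by the exact test. By GO terms, tested after the flows had been seen, SGG held 4 of 5 desmosome genes (adjusted p = 6.90e-05) and 19 of 86 actin polymerization genes (adjusted p = 7.96e-09), and *GG held 125 of 573 cell death genes (adjusted p = 1.49e-11) and 89 of 515 protein transport genes (adjusted p = 0.000141), all by the exact test. Translation passed in **G, with 82 of 378 genes (adjusted p = 0.0397 from the exact test).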

Flows/combinations involving any skin categories (**S, *SS, and SSS) more or less combined enrichments seen in the various more specific flows/combinations, as might be expected.

GO terms enriched at different stages revealed aspects of the maturation process. For example, genes that were skin genes at 20 SS, but were nonskin genes later (SNN) were enriched in signaling processes. These signaling processes could regulate steps in differentiation, or, since the peripheral axons of somatosensory neurons have just begun arborizing between the two skin epithelial layers at 20 SS (O’Brien *et al.* 2012), they might reflect interactions between skin cells and somatosensory neurons. 

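One gene of the SNN flow was *p2rx3a*, named above for its loss by 52 hpf, and another *olfcb1*, a putative receptor of the olfactory class C family, which fell from 977 ± 639.6 normalized counts (SD, n = 2) in all skin at 20 SS to 8.68 ± 1.18 at 52 hpf, a log2 fold change of -6.79 (standard error 0.809, edgeR adjusted p = 0.000176). Of the 180 SNN genes with an annotation, 55 carried the GO term signaling, where 33.8 would be expected (Fisher's exact test, one-sided, adjusted p = 0.000478), and 11 the term cell adhesion (expected 4.39, adjusted p = 0.0168 from the exact test). These were the only terms of the 28 tested, after the flows had been seen, that passed in SNN. With the authors' deposited flows, 1 term passed. Of the 30 gene lists set before, none was over-represented in SNN at an adjusted p under 0.05 by the exact test.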

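The COPI coat carries cargo from the Golgi apparatus back to the endoplasmic reticulum, and 4 of its 9 genes, *arcn1a*, *copb1*, *copb2* and *copg2*, were in the NGN flow, where 0.143 would be expected (Fisher's exact test, one-sided, adjusted p = 0.000122). *copb2* was higher than in nonskin2 at 52 hpf by a log2 fold change of 1.76 (standard error 0.366, edgeR adjusted p = 0.0038) in periderm, and by 0.95 (standard error 0.350, edgeR adjusted p = 0.129) in basal cells, which did not pass the test. At 72 hpf neither layer passed, with 0.97 (standard error 0.277, edgeR adjusted p = 0.0632) in periderm and 0.39 (standard error 0.275, edgeR adjusted p = 0.643) in basal cells. The genes *arcn1b*, *copa* and *cope* were in NGG and *copz2* in SGG. Of the NGN genes with an annotation, 20 carried the GO term Golgi apparatus (adjusted p = 7.26e-05 from the exact test) and 23 the term protein transport (adjusted p = 4.61e-05 from the exact test). With 1 nonskin2 library at 52 hpf and 2 at 72 hpf, the 2 stages were tested against references that differed in their number of libraries.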

The transient general skin gene flow (NGN) was enriched with COPI vesicle coat components, suggesting that the production of secreted or membrane proteins might be enhanced at a specific step of skin cell maturation. 

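Genes of the cytosolic ribosome and of ionocytes were over-represented among those placed in the general skin category only at 72 hpf, where the reference was 2 nonskin2 libraries instead of 1. Without either of these 2, the genes that joined general skin fell from 1071 to 673 or 423, and the lists were not tested again in those sets. Of 83 cytosolic ribosome genes, 26 were in the NNG flow, where 3.59 would be expected (Fisher's exact test, one-sided, adjusted p = 5.28e-14), and none was a skin gene at 20 SS, 12 at 52 hpf and 38 at 72 hpf. The test takes these genes as independent, so a small shift shared by many of them would make its p-value too small. *rplp0*, of the ribosomal stalk, was not among the 26 and did not pass at 72 hpf, with log2 differences from nonskin2 of 1.36 (standard error 0.512, edgeR adjusted p = 0.0758) in periderm and 1.11 (standard error 0.509, edgeR adjusted p = 0.156) in basal cells. Of 19 ionocyte genes, 5 were in NNG (adjusted p = 0.0118 from the exact test), namely the sodium pump genes *atp1a1a.3*, *atp1a1a.4* and *atp1a1a.5*, the ammonia transporter gene *rhcgb* and the sodium-proton exchanger gene *slc9a3.2*. *rhcgb* was above nonskin2 at 72 hpf by 4.27 (standard error 0.806, edgeR adjusted p = 0.00053) in periderm and 6.65 (standard error 0.873, edgeR adjusted p = 1.73e-05) in basal cells, and *slc9a3.2* by 5.80 (standard error 1.01, edgeR adjusted p = 0.000212) and 4.04 (standard error 1.02, edgeR adjusted p = 0.00444). By GO terms, tested after the flows had been seen, NNG held 22 of 81 cytosolic ribosome genes (adjusted p = 5.94e-11), 37 of 378 translation genes (expected 15.5, adjusted p = 8.48e-06) and 7 of 62 chloride transporter genes (expected 2.54, adjusted p = 0.0420), all by the exact test. The list of chloride channels and transporters was set before the data were examined here, but on a theme the paper reports from them. It did not pass (8 of 67, expected 2.90, adjusted p = 0.0699 from the exact test). Adjusted over the list alone, 32 ribosome genes were higher in periderm than in nonskin2 at 72 hpf, where 34 were over all genes, and in basal cells 0, where 26 were.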

Chloride transmembrane transporter activity, cytosolic ribosome components, and translation were enriched in the late general skin gene flow (NNG), indicating that relatively mature epithelial cells increase active protein production.

### Characterization of keratin gene expression patterns in two skin epithelial layers

Keratins are types of intermediate filaments expressed in vertebrate epithelial cells, providing them with structural integrity (Bragulla and Homberger 2009; Coulombe and Lee 2012). Although keratin filaments are abundant in all epithelial cells, specific keratin genes have restricted expression patterns, and are thus often used as diagnostic markers for specific cell types and developmental stages (Byrne *et al.* 1994; Conrad *et al.* 1998; McGowan and Coulombe 1998; Mazzalupo and Coulombe 2001; Lu *et al.* 2005; Krushna Padhi *et al.* 2006). Intracellular keratins are formed from heterodimers of type I (acidic) and type II (neutral-basic) keratin proteins. The last comprehensive analysis of keratin genes in zebrafish was reported in 2006, and identified 16 type I and seven type II zebrafish keratin genes (Krushna Padhi *et al.* 2006). Since the zebrafish reference genome has significantly improved since 2006, we re-surveyed its modern gene models to identify type I and type II keratins (see File S1, File S3, Figure S1, and File S4), adding seven type I keratin genes and removing one type II gene relative to the previous analysis, resulting in a total of 23 type I and six type II zebrafish keratin genes (Figure 5A). 

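Chromosomes 11 and 19 of GRCz11 each carry 7 of the 23 type I genes. On chromosome 19 they lie from 5324653 to 5332784 (*krt1-19d*), from 5339364 to 5345932 (*krtt1c19e*), from 5349656 to 5352199 (*krt92*), from 5356421 to 5358455 (*cyt1l*), from 5362420 to 5364649 (*cyt1*), from 5367330 to 5372572 (*krt17*) and from 5378563 to 5380770 (*krt91*). On chromosome 11 they lie from 11454545 to 11458208 (*krt93*), from 11468566 to 11471857 (*krt94*), from 11504014 to 11513985 (*krt98*), from 11515778 to 11518469 (*krt15*), from 11565996 to 11575070 (*krt99*), from 12175162 to 12184543 (*si:ch211-156l18.7*) and from 12188120 to 12198914 (*krt95*). The 7 genes on chromosome 19 were all called in skin at 20 SS, and of those on chromosome 11 only *krt99* and *si:ch211-156l18.7* were. For *krt17*, *krt91*, *krt92*, *krt96*, *krt97*, *cyt1* and *cyt1l*, the authors' deposited table notes reads that also fit other genes, so their levels are not fully separate.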

As previously noted, many of the type I genes are clustered on chromosomes 11 and 19, and five of the new type I genes added are located in these clusters. The revised keratin gene identifications provide an updated reference for the zebrafish community.

**Figure 5:**
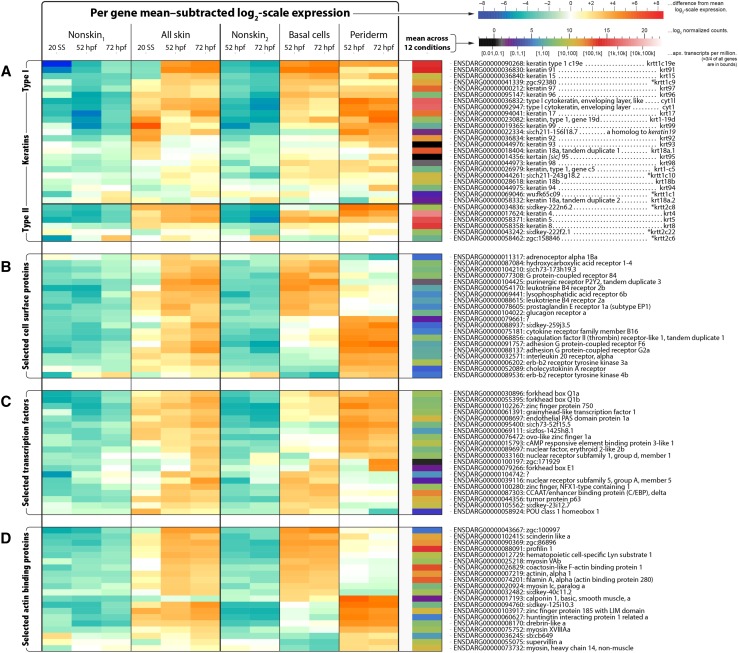
Expression for four gene classes. For A) all keratins (type I and type II), B) the top 20 cell surface receptors, C) the top 20 transcription factors, and D) the top 20 actin binding proteins, a heatmap illustrating expression across conditions is shown. For each gene, its normalized transformed (log_2_-scale) counts are gathered for the 12 conditions; the mean of these is displayed in the column to the right (see lower colorbar). The values after subtracting the mean (in linear scale, these then indicate fold changes relative to the geometric mean) are displayed to the left (see upper colorbar). For determination of genes in each class, see File S1; for the rank order used to select the top 20 genes in the cell surface receptors, transcription factors, and actin binding proteins, see Methods. Asterisks in (A) indicate previously-used gene symbols (Krushna Padhi *et al.* 2006).

The seven added type I genes were *krt17*, *krt18a.2*, *krt94*, *krt96*, *krt98*, *cyt1l*, and *si:ch211-156l18.7* (the last being homologous to *keratin19* in many organisms); the ones retained were *krt15*, *krt18a.1*, *krt18b*, *krt91*, *krt92*, *krt93*, *krt95*, *krt97*, *krt99*, *krt1-c5*, *krt1-19d*, *krtt1c1*, *krtt1c9*, *krtt1c10*, *krtt1c19e*, and *cyt1*. The type II genes were *krt4*, *krt5*, *krt8*, *krtt2c6*, *krtt2c8*, and *krtt2c22*; we removed *si:dkey-183i3.5* a.k.a. *krtt2c21* (Krushna Padhi *et al.* 2006) a.k.a. *thread keratin alpha* (Schaffeld and Schultess 2006). All of our accepted type II genes are much closer to one another in sequence similarity than any of them are to *si:dkey-183i3.5*, and the same holds for all of our accepted type I genes, and the InterPro domain structure details of *si:dkey-183i3.5* are not like those of our accepted type I or type II keratin genes (Figure S1 and File S4). Similar remarks apply to another gene, *zgc:136930*, also called *thread keratin gamma* (Schaffeld and Schultess 2006), and a third gene, *krt222*. However, these three genes do appear to code for intermediate filaments (File S4).

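Normalized counts of *krt95* and *krt93* were below 10 in every condition, with highest means of 3.87 and 9.30, both in periderm at 72 hpf (10.2 for *krt93* by the authors' deposited normalized counts). *krt98* reached 10.9 in periderm at 52 hpf, *krtt1c1* 19.2 in basal cells at 52 hpf and *krt18a.2* 33.1 in nonskin2 at 72 hpf. *si:ch211-156l18.7* had 83.9 ± 20.3 counts (SD, n = 2) in periderm at 52 hpf against 1.12 ± 1.58 in basal cells, a log2 fold change of 5.92 (standard error 0.979, edgeR adjusted p = 0.0014), and was in the SPP flow. As geometric means over the 12 conditions, the values were 5.44 for *krt18a.2*, 1.06 for *krt93*, 0.998 for *krt95*, 2.75 for *krt98*, 7.81 for *krtt1c1* and 3.95 for *si:ch211-156l18.7*. No other type I gene had a geometric mean below 10. At so few counts, a difference of a few reads moves a level by much.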

Six type I keratin genes (*krt18a.2*, *krt93*, *krt95*, *krt98*, *krtt1c1*, and *si:ch211-156l18.7*) had very low expression levels (mean expression level < ∼10 normalized counts) in all conditions, suggesting that they do not participate in early development (Figure 5A and Figure S2). The other 17 type I keratin genes and all six type II keratin genes were expressed at higher levels, and enriched at some developmental stage in at least one type of skin cell, compared to nonskin cells (Figure 5A and Figure S2). 

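Of these genes, *krt5* was higher in all skin than in nonskin1 at 20 SS by a log2 fold change of 6.86 (standard error 1.06, edgeR adjusted p = 0.000398), *krt8* by 2.49 (standard error 0.456, edgeR adjusted p = 0.00277), *cyt1* by 5.96 (standard error 0.806, edgeR adjusted p = 0.000134) and *cyt1l* by 6.38 (standard error 0.898, edgeR adjusted p = 0.00018). *krt15* was higher than in nonskin2 at 52 hpf by 6.17 (standard error 0.976, edgeR adjusted p = 0.00018) in basal cells. Each of the 17 type I and 6 type II genes was called in at least 1 of the comparisons of a skin population with a nonskin population. The fewest calls were those of *krt94*, called only in periderm at 72 hpf, and *krtt2c6*, called only in skin at 20 SS at a log2 fold change of 5.17 (standard error 1.29, edgeR adjusted p = 0.0132). The highest mean of *krtt2c6*, 1254, was in nonskin1 at 72 hpf. The *krtt2c6* call was lost without nonskin1 replicate A of 20 SS (adjusted p = 0.114) or its replicate B (0.084). The 29 keratin genes together took 11.0% of the counts of all skin at 20 SS, 30.9% of those of periderm and 14.1% of those of basal cells at 52 hpf, and between 0.204% and 0.720% of those of a nonskin population.

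**Figure D3:**
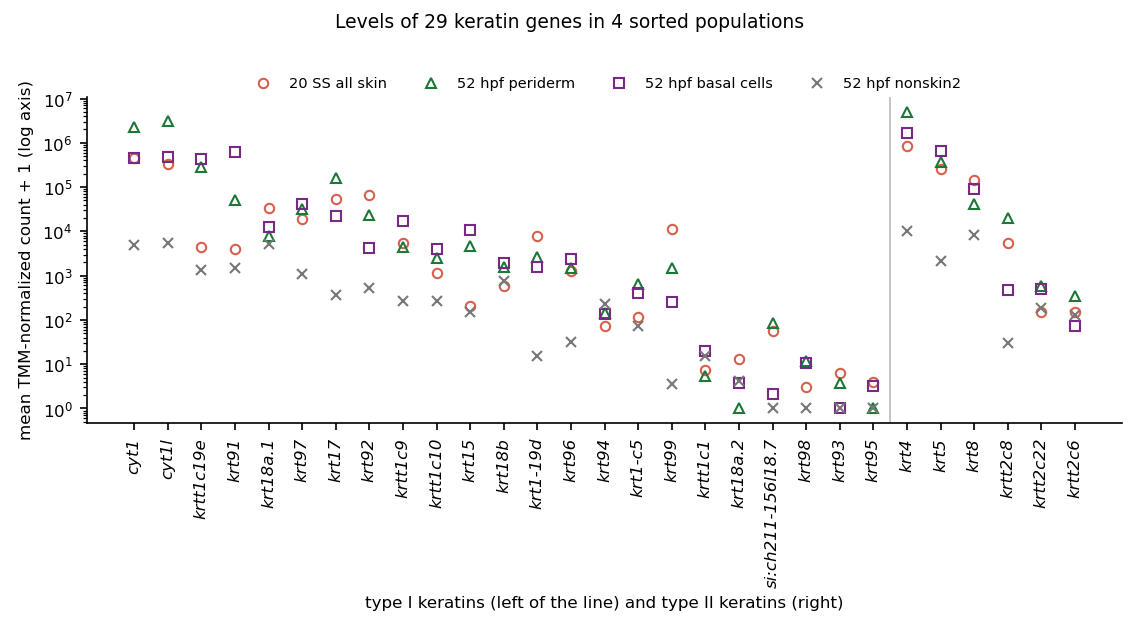
Mean TMM-normalized count plus 1, on a log axis, of the 23 type I keratin genes and the 6 type II keratin genes in 4 sorted populations, with a point for each gene and population (n = 2 libraries, 1 for nonskin2). In nonskin2, *krt15* had 152 counts, and in basal cells 10995.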

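The highest type I genes were *cyt1* and *cyt1l*, with geometric means over the 12 conditions of 95748 and 82653 normalized counts, followed by *krtt1c19e* with 22248, *krt91* with 18555, *krt18a.1* with 8559, *krt97* with 6998 and *krt17* with 5949.6. *krt92* and *krtt1c9* were lower by this mean, at 3367 and 2403. By arithmetic means, these 9 and *krt15* (4826) exceeded 4000, and the next gene, *krt1-19d*, had 2916. The genes above 4000 in a condition were 1.59% of all genes in nonskin1 at 72 hpf, the lowest share, and 3.24% in periderm at 52 hpf, the highest. *krt97*, at 18025 on arithmetic average, was higher in all skin than in nonskin1 at 20 SS by a log2 fold change of 3.46 (standard error 0.731, edgeR adjusted p = 0.00535), a call lost without nonskin1 replicate A (adjusted p = 0.0639).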

Nine type I keratin genes (*krt17*, *krt18a.1*, *krt91*, *krt92*, *krt97*, *krtt1c9*, *krtt1c19e*, *cyt1*, and *cyt1l*) were enriched in skin and highly expressed (mean expression level > ∼4,000 normalized counts; in every condition, this was at least the most extreme 3% of genes). Among these nine genes, *krt91* and *krtt1c9* were basal-preferred genes, whereas *krt17*, *krt92*, *cyt1*, and *cyt1l* were periderm-preferred genes. Furthermore, *krt91* and *krtt1c19e* were expressed at much higher levels at the two later developmental stages, whereas *krt18a.1 *and *krt92* were expressed at higher levels at 20 SS.

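*krt91* was lower in periderm than in basal cells by a log2 fold change of -3.60 (standard error 0.858, edgeR adjusted p = 0.0122) at 52 hpf and -3.91 (standard error 0.871, edgeR adjusted p = 0.0094) at 72 hpf, and *krtt1c9* by -1.91 (standard error 0.427, edgeR adjusted p = 0.0151) and -1.91 (standard error 0.427, edgeR adjusted p = 0.0189). *krt17* was higher in periderm by 2.84 (standard error 0.750, edgeR adjusted p = 0.025) and 4.00 (standard error 0.790, edgeR adjusted p = 0.00434), *cyt1l* by 2.69 (standard error 0.756, edgeR adjusted p = 0.0358) and 3.04 (standard error 0.768, edgeR adjusted p = 0.0226), and *cyt1* by 2.33 (standard error 0.682, edgeR adjusted p = 0.0486) and 2.49 (standard error 0.687, edgeR adjusted p = 0.0408). *krt92* had 2.50 (standard error 0.885, edgeR adjusted p = 0.102) and 2.65 (standard error 0.891, edgeR adjusted p = 0.0933) and did not pass. It did in a fit of only the groups compared, at an adjusted p of 0.00163 and 0.00753, and at 72 hpf without either nonskin1 library of 52 hpf (0.0486 and 0.0483), and the authors' table places it in SGP. *krt97* and *krtt1c19e*, also of this group, had no layer call. Without basal replicate A of 52 hpf the 52 hpf calls of *krt17* (adjusted p = 0.194), *cyt1l* (0.221) and *cyt1* (0.245) were lost, without replicate B those of *krt17* (0.0744), *krtt1c9* (0.0929), *cyt1l* (0.117) and *cyt1* (0.147), and without periderm replicate A those of all 5 genes, from 0.0525 for *krt17* to 0.109 for *krtt1c9*, as without replicate B, from 0.0695 for *krtt1c9* to 0.167 for *cyt1*. At 72 hpf, *krt17* was lost without basal replicate A (0.0514), *krt91* without periderm replicate B (0.113), *krtt1c9* without basal replicate B (0.107), periderm replicate A (0.162) or B (0.0539), and *cyt1l* and *cyt1* without any of the 4 layer libraries, with values up to 0.14 and 0.206 without basal replicate B. *cyt1* was also lost with the authors' scale factors at 52 hpf (0.051) and without most libraries of other populations, by less, and the 2-fold test ended the calls of *krtt1c9*, *cyt1l* and *cyt1* at both stages and that of *krt17* at 52 hpf.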

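From 20 SS to 52 hpf in all skin, *krt91* rose from 4009.6 ± 1564 normalized counts (SD, n = 2) to 438742 ± 50664, a log2 fold change of 6.77 (standard error 0.997, edgeR adjusted p = 0.000883). *krtt1c19e* rose from 4361 ± 1778 to 375148 ± 104985, a log2 fold change of 6.43 (standard error 1.08, edgeR adjusted p = 0.00238). *krt92* fell from 67774 ± 49175 to 2374 ± 451.3, a log2 fold change of -4.84 (standard error 0.984, edgeR adjusted p = 0.00875), and *krt18a.1* from 33379 ± 6693 to 7561 ± 1065, a log2 fold change of -2.14 (standard error 0.5004, edgeR adjusted p = 0.0319). *krt99* and *krt1-19d* also fell, by log2 fold changes of -4.91 (standard error 0.740) and -3.47 (standard error 0.541). Without all skin replicate B of 20 SS, the calls of *krtt1c19e* (adjusted p = 0.0514), *krt92* (0.0728) and *krt18a.1* (0.169) were lost. Those of *krt92* and *krt18a.1* were also lost without all skin replicate A of 52 hpf (0.0929 and 0.118) or B (0.0766 and 0.181), and that of *krt18a.1* with the 2-fold test (0.0959) or the authors' scale factors (0.0527).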

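In each of the 14 libraries of a skin population, *krt4* had the highest normalized count of all genes. It took 4.06% of the counts of all skin at 20 SS, 13.6% of those of periderm and 5.19% of those of basal cells at 52 hpf. Its level was 2157172 ± 305145 (SD, n = 2) in all skin at 52 hpf and 2286539 ± 2587 at 72 hpf, against 12374 ± 10496 and 32429 ± 25016 in nonskin1. *krt5* had 514319 ± 43162 and *krt8* 82366 ± 35388 in all skin at 52 hpf. The other type II genes were far lower there, with 4939 ± 1718 for *krtt2c8*, 489.8 ± 197 for *krtt2c22* and 402 ± 70.8 for *krtt2c6*.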

Among the six type II genes, *krt4*, *krt5*, and *krt8* were, by far, the most highly expressed in skin, and *krt4* was *the* gene — in every condition involving skin — with highest normalized counts of any gene of any kind. (The gene with highest normalized counts in nonskin_1_ at 20 SS was an eukaryotic translation elongation factor, and in either nonskin at 52/72 hpf were embryonic hemoglobins.) *krtt2c8* was strongly periderm-preferred, and the only layer-specific type II gene. *krt4*, *krt5*, and *krt8* were comparably highly expressed in both layers. 

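At 20 SS, the elongation factor gene *eef1a1l1* led nonskin1 with 241075 counts. The globin gene *hbae1.1* led nonskin1 and nonskin2 at 52 hpf with 195868 and 390139 counts, and *hbae3* at 72 hpf with 234205 and 275269. *krtt2c8* was higher in periderm than in basal cells by a log2 fold change of 5.38 (standard error 0.720, edgeR adjusted p = 0.000191) at 52 hpf and 6.13 (standard error 0.747, edgeR adjusted p = 0.000122) at 72 hpf. *krt8* had -1.11 (standard error 0.437, edgeR adjusted p = 0.227) at 52 hpf and -0.90 (standard error 0.436, edgeR adjusted p = 0.422) at 72 hpf, and was not called. *krt4* had 5071891 ± 447341 normalized counts (SD, n = 2) in periderm and 1652365 ± 226999 in basal cells at 52 hpf, and 2937148 ± 327782 and 997597 ± 227475 at 72 hpf. Its log2 differences of 1.62 (standard error 0.638, edgeR adjusted p = 0.184) at 52 hpf and 1.56 (standard error 0.637, edgeR adjusted p = 0.232) at 72 hpf did not pass, while a fit of only the groups compared called the first (adjusted p = 0.00335).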

Interestingly, the highly periderm-specific fluorescent reporter Tg(*krt5:GFP*) we used for periderm FACS purification was based on an enhancer fragment from the *krt5* gene (Hu *et al.* 2010), indicating that the elements in this fragment were not sufficient to drive expression in the native gene’s full pattern.

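*krt5* had 376504 ± 28173 normalized counts (SD, n = 2) in GFP+ periderm and 638404 ± 135109 in GFP– basal cells at 52 hpf, and 317289.5 ± 57013 and 830749 ± 243989 at 72 hpf. The log2 difference was -0.76 (standard error 0.829, edgeR adjusted p = 0.738) at 52 hpf and -1.39 (standard error 0.840, edgeR adjusted p = 0.484) at 72 hpf, below 0 at both stages, and was called in no setting. The nonskin2 libraries of 72 hpf had 1149 ± 740.0. From this, the paper reasons that the fragment in the reporter was not enough to drive the whole pattern of the native gene.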

### Skin transcriptomes reveal genes that likely promote cell type-specific characteristics

As cells differentiate and mature, they integrate signals from their environment, activate unique transcriptional programs, and undergo morphogenetic cell shape changes driven by the actin cytoskeleton. To identify specific genes that may provide insight into how periderm and basal cells adopt distinct developmental trajectories, we examined the expression patterns of genes annotated as cell surface receptors, transcription factors, and actin-binding proteins (as defined in File S1), with an emphasis on genes that (1) were highly enriched in skin, and (2) had strong layer-specific expression. We scored genes by a sum of these two criteria (see Methods) and selected for display the top 20 genes in each category (Figure 5B–D).

Among the top 20 cell surface receptors, many are involved in G protein-coupled receptor signaling pathways (Figure 5B). For example, *G protein-coupled receptor 84*, *leukotriene B4 receptor 2a*, and *leukotriene B4 receptor 2b* were basal cell-preferred genes, while *adhesion G protein-coupled receptor F6* and *adhesion G protein-coupled receptor G2a* were periderm-preferred genes. 

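Of the top 20 of 1283 cell surface receptor genes ranked by skin and layer difference, 15 were annotated with G protein-coupled receptor signaling, as were 72.1% of the whole class. Rank 1 was *adgrg2a*, rank 2 *adgrf6* and rank 7 *adgrg2b*, all adhesion receptors. Named after their values were seen, *adgrg2b* had a log2 periderm to basal difference of 4.31 (standard error 0.726, edgeR adjusted p = 0.00111) at 52 hpf, and *cckar*, a cholecystokinin receptor gene at rank 12, had 4.85 (standard error 0.734, edgeR adjusted p = 0.000476). The genes outside this pathway included the neuregulin receptor genes *erbb3a* (5.07, standard error 0.514) and *erbb4b* (5.07, standard error 0.828) and the cytokine receptor gene *il20ra* (4.81, standard error 0.508). Of these, *erbb4b* was in no skin category at any stage (NNN), with a highest mean of 191 normalized counts. It fell from rank 5 to rank 20 with a pseudocount of 5. With a pseudocount of 5, 18 of the 20 genes stayed in the top 20. The share in the class was high, and the top 20 were not tested against it.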

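*adgrf6* was higher in periderm than in basal cells by a log2 fold change of 4.88 (standard error 0.685, edgeR adjusted p = 0.000279) at 52 hpf and 4.36 (standard error 0.662, edgeR adjusted p = 0.000665) at 72 hpf, and *adgrg2a* by 5.23 (standard error 0.819, edgeR adjusted p = 0.000593) and 5.08 (standard error 0.812, edgeR adjusted p = 0.000911). *gpr84*, a receptor for fatty acids of medium length, was lower by -3.15 (standard error 0.835, edgeR adjusted p = 0.0237) and -3.77 (standard error 0.870, edgeR adjusted p = 0.012). *ltb4r2a* was lower by -3.45 (standard error 0.594, edgeR adjusted p = 0.00145) and -2.77 (standard error 0.577, edgeR adjusted p = 0.00794), and *ltb4r2b* by -2.97 (standard error 0.777, edgeR adjusted p = 0.0231) and -3.21 (standard error 0.793, edgeR adjusted p = 0.0196). The 2-fold test did not call *gpr84* (0.0503) or *ltb4r2b* (0.0517) at 52 hpf. At that stage, calls were lost without basal replicate A (*gpr84* 0.167, *ltb4r2b* 0.115), periderm replicate A (0.0949 and 0.149) or periderm replicate B (0.177 and 0.118), and at 72 hpf without basal replicate A (*gpr84* 0.0559, *ltb4r2a* 0.0796, *ltb4r2b* 0.105), periderm replicate A (0.0543, 0.0641 and 0.129) or periderm replicate B (0.131, 0.0768 and 0.133).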

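Of the top 20 of 752 transcription factor genes, 9 were periderm-preferred at both later stages, 5 basal-preferred at both and 6 neither. Named after their values were seen, *ikzf2* of the Ikaros family, at rank 2, had a log2 periderm to basal difference of 4.25 (standard error 0.405, edgeR adjusted p = 3.55e-05) at 52 hpf and 4.35 (standard error 0.413, edgeR adjusted p = 4.36e-05) at 72 hpf. *batf2*, at rank 15, had -3.08 (standard error 0.439, edgeR adjusted p = 0.000431) and -3.22 (standard error 0.442, edgeR adjusted p = 0.000407), and *nfe2l2b*, of the oxidative stress response, at rank 20, 2.401 (standard error 0.427, edgeR adjusted p = 0.00271) and 2.35 (standard error 0.428, edgeR adjusted p = 0.00412). *ovol1a*, of a family that restrains the mesenchymal state, was at 3.35 (standard error 0.595) at 52 hpf. *foxq1a*, in the top 20, had 1.25 (standard error 0.674, edgeR adjusted p = 0.385) at 52 hpf and was not called. Without 1 library, 4 of the 9 periderm genes and 4 of the 5 basal genes lost a layer call at 52 or 72 hpf, among them *ovol1a* at 72 hpf (edgeR adjusted p up to 0.087). With a pseudocount of 5, 16 of the 20 stayed in the top 20. The score adds the layer difference to the skin difference, so that layer genes are favored by the ranking itself.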

Unsurprisingly, many of the top 20 transcription factors (Figure 5C) were expressed in a specific epithelial layer. 

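The p53 family gene *tp63*, which keeps basal cells of stratified epithelia in a proliferative state, had 9641 ± 979 normalized counts (SD, n = 2) in basal cells and 1649 ± 106 in periderm at 52 hpf, and 8805 ± 2487 and 1603 ± 87.3 at 72 hpf. The log2 fold change between periderm and basal cells was -2.55 (standard error 0.576, edgeR adjusted p = 0.0114) at 52 hpf and -2.46 (standard error 0.574, edgeR adjusted p = 0.0172) at 72 hpf. It ranked 12 among 752 transcription factor genes, and 8 with a pseudocount of 5. At 20 SS it was higher in all skin than in nonskin1 by 3.94 (standard error 0.612, edgeR adjusted p = 0.000489). The layer call was lost without periderm replicate A (0.0748) or B (0.0915) of 52 hpf, and at 72 hpf without basal replicate A (0.108), periderm replicate A (0.104) or periderm replicate B (0.118), all as adjusted p.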

Notably, *tp63*, a well-characterized basal cell gene (Vanbokhoven *et al.* 2011), was one of the top basal cell-preferred transcription factor genes. 

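Of the top 20 actin-binding genes, 6 were periderm-preferred at both later stages and 12 basal-preferred at both. Named after their values were seen, the periderm genes included *znf185*, an actin-binding LIM protein, with a log2 periderm to basal difference of 4.89 (standard error 0.669, edgeR adjusted p = 0.000229) at 52 hpf, and *dbnla*, a drebrin-like protein, with 4.21 (standard error 0.558, edgeR adjusted p = 0.000199). The supervillin gene *svila* had 4.72 (standard error 0.506, edgeR adjusted p = 5.21e-05). The basal genes included *actn1*, which crosslinks filaments, with -3.05 (standard error 0.558, edgeR adjusted p = 0.00246), and the coactosin-like gene *cotl1* with -3.25 (standard error 0.453, edgeR adjusted p = 0.000344). The myosin genes split, with *myo5ab* at -3.33 (standard error 0.556), *myo1ca* at -3.37 (standard error 0.545), *myo18a* at 3.93 (standard error 0.439) and *myh14* at 4.34 (standard error 0.456). None of the calls of these 9 genes was lost at an adjusted p under 0.05 in any alternative or without any library, but 7 of the 12 basal genes lost a call at 52 or 72 hpf without 1 library. Of the actin list fixed beforehand, 8 genes were higher in periderm and 12 lower at 52 hpf (10 and 13 adjusted over the list alone).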

Although actin-related GO terms were generally enriched in skin cells of both layers (Figure 4), our gene-specific analysis (Figure 5D) revealed that each skin layer expressed distinct sets of actin-binding proteins. These genes (and other differentially expressed genes on the comprehensive lists; see File S5) are candidate entry points for investigating unique signaling pathways activated in each cell type, gene regulatory networks that specify these cells, and the cytoskeletal processes that endow epithelial cells with unique morphological features, such as microridges in periderm cells and ensheathment channels in basal cells.

### In situ hybridization and fluorescent transgenic reporters support RNA-Seq findings

Our RNA-Seq analyses identified genes known to be expressed in skin, but also numerous genes previously unknown to be expressed in a layer- and/or developmental stage-specific manner in the embryonic skin. To confirm developmental expression patterns of representative genes, we chose novel candidates suggested by our RNA-Seq analyses and examined their expression patterns with *in situ* hybridization. Since *krt4* (Figure 6A–C) is a gene known to be strongly expressed in all skin cells at all three timepoints, it served as a positive control. 

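In all skin, *aep1* rose from 20 SS to 52 hpf by a log2 fold change of 6.48 (standard error 0.932, edgeR adjusted p = 0.000765), to 86955 ± 38545 normalized counts (SD, n = 2), and had 59999 ± 25688 at 72 hpf. *tcnbb* rose by 7.03 (standard error 0.879, edgeR adjusted p = 0.000263), to 17302 ± 3050.4, and had 49141 ± 14563 at 72 hpf. Both changes were called in every alternative and without any library. The stages were sorted apart, with 2 libraries of all skin each.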

The gene *aerolysin-like protein* (*aep1*) codes for a pore-forming protein, and the gene *transcobalamin beta b* (*tcnbb*) codes for a vitamin B12-binding glycoprotein; both were indicated by our RNA-Seq to be skin-enriched genes, with much higher expression levels at 52 and 72 hpf than 20 SS, whereas *hephaestin-like 1a* (*hephl1a*) codes for a metal transporter and was more highly expressed at 20 SS than 52 and 72 hpf (Figure 2A). There were limited prior expression data, primarily based on RT-PCR, for *aep1*, *hephl1a*, or *tcnbb* (Lam *et al.* 2008; Nakajima *et al.* 2011; Long *et al.* 2015; Chen *et al.* 2018; Benoit *et al.* 2018). None of these three genes had previously been suggested to be expressed in skin during early development.

**Figure 6:**
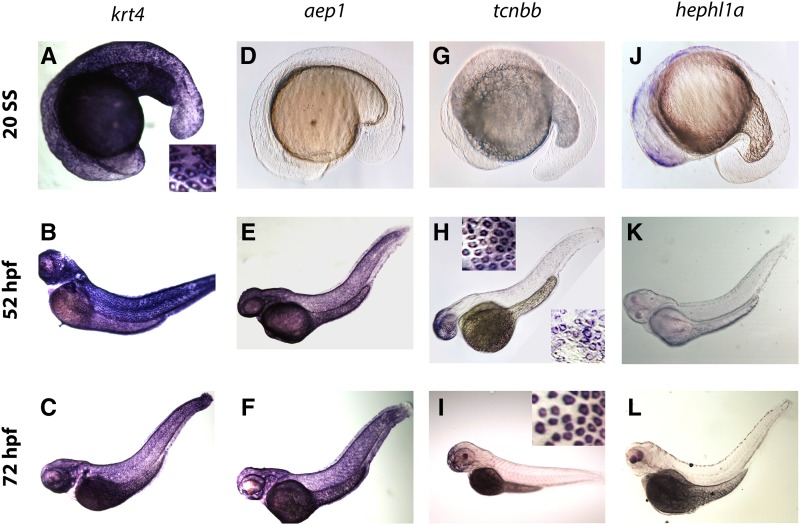
Expression patterns of four skin-enriched genes detected by *in situ* hybridization. A–C) *krt4* was highly expressed at all three stages (20 SS, 52 hpf, and 72 hpf). The inset in (A) shows an enlarged image of *krt4* expression in skin. D–F) *aep1* was only expressed highly at the two later stages (52 and 72 hpf). G–I) *tcnbb* was only highly expressed at 52 and 72 hpf. The top inset in (H) displays *tcnbb* expression in skin covering the head region, while the bottom inset shows expression in skin at the trunk region. The inset in (I) shows an enlarged image of *tcnbb* expression in skin at the anterior end. J–L) *hephl1a* expression was detected at 20 SS in skin, but not later stages. All images are oriented with dorsal to the top, ventral to the bottom, anterior to the left, and posterior to the right.

We detected an *in situ* hybridization signal for *hephl1a* exclusively at 20 SS (Figure 6J–L); by contrast, *aep1* and *tcnbb* transcripts were detected in skin cells at 52 hpf and 72 hpf, but not at 20 SS (Figure 6D–I), consistent with our RNA-Seq analyses. Interestingly, a recent study indicated that Aep1 is an innate immune molecule that inhibits bacterial infection (Chen *et al.* 2018). Our results are consistent with these findings and suggest that the skin is important in innate immune responses, especially during early developmental stages. *In situ* hybridization revealed that *tcnbb* had an intriguing spatiotemporal distribution pattern, which was not possible to resolve with our RNA-Seq design: *in situ* signal was higher in skin covering the head and yolk than in other areas at 52 hpf (Figure 6H), and further concentrated in the anterior end at 72 hpf (Figure 6I). A recent study showed that *tcnbb* expression is further restricted to a unique ventral-anterior area at 5 days post-fertilization (Benoit *et al.* 2018). These observations demonstrate that our RNA-Seq analyses were sensitive enough to detect regionally restricted genes, and suggest that the skin is regionalized early in development.

To verify layer-specific expression patterns identified by our RNA-Seq analyses, we constructed BAC transgenes with translational GFP fusions. (The estimates of absolute expression that RNA-Seq provides were especially useful for these experiments, since the utility of BAC transgenes depends on enhancer strength.) We chose the periderm-preferred gene *occludin b* (*oclnb*) and basal cell-preferred gene *collagen XXVIII alpha 1a* (*col28a1a*), as these were both strongly layer-specific and highly expressed (https://zfishskin.net). 

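*oclnb*, which encodes an occludin of tight junctions, was higher in periderm than in basal cells by a log2 fold change of 4.74 (standard error 0.533, edgeR adjusted p = 7.29e-05) at 52 hpf and 3.405 (standard error 0.5002, edgeR adjusted p = 0.000618) at 72 hpf. At 72 hpf it had 10001 ± 4452 normalized counts (SD, n = 2) in periderm, 943 ± 376 in basal cells and 39.5 ± 24.1 in nonskin2. *col28a1a*, a collagen with von Willebrand factor domains, had 5096 ± 883 counts in basal cells and 314 ± 92.1 in periderm at 52 hpf, a log2 fold change of -4.02 (standard error 1.00, edgeR adjusted p = 0.015). At 72 hpf it had 4436 ± 3244 and 172.3 ± 161, a log2 fold change of -4.70 (standard error 1.04, edgeR adjusted p = 0.00846). The *col28a1a* call was lost at 52 hpf without basal replicate B (adjusted p = 0.0514), periderm replicate A (0.133) or periderm replicate B (0.0889), and at 72 hpf without basal replicate A (0.0677) or periderm replicate B (0.0987). Those of *oclnb* were kept throughout.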

We used two sets of transgenic lines, Tg(*krt5:Gal4*) crossed with Tg(*UAS:nfsB-mCherry*) (fluorescing only in periderm), and TgBAC(*ΔNp63:Gal4*) crossed with Tg(*UAS:nfsB-mCherry*) (fluorescing only in basal cells) to separately label the two skin epithelial layers (Curado *et al.* 2007; Rasmussen *et al.* 2015). Confocal microscopy of these transgenic fish microinjected with the *oclnb*-GFP BAC transgene revealed that *oclnb* was indeed highly expressed exclusively in periderm cells and localized to cell boundaries (Figure 7A–B), consistent with its role as a tight junction component. By contrast, Collagen XXVIII alpha 1a is a member of the collagen family (Gebauer *et al.* 2016) that has not been fully characterized. Confocal images of embryos injected with the *col28a1a*-GFP BAC transgene confirmed strong GFP signal just below basal cells (Figure 7C). Strikingly, the area of GFP signal was broader than the clones of cells expressing the transgene, suggesting that Collagen XXVIII alpha 1a was secreted by basal cells and diffused within the plane of the basement membrane. Collagen XXVIII alpha 1a had not previously been reported to be a basement membrane component, demonstrating that our data has the potential to reveal novel aspects of epithelial biology.

**Figure 7:**
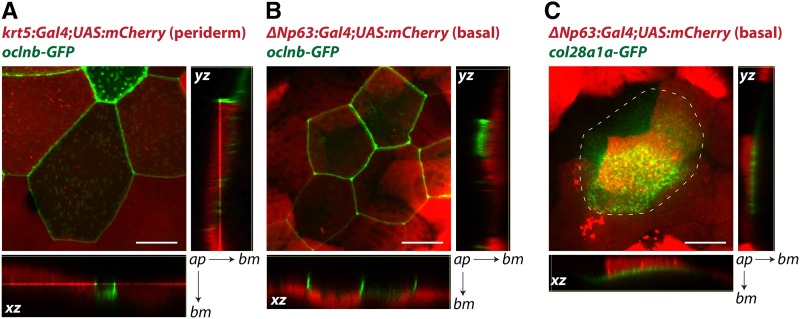
BAC transgenes illustrate layer-specific gene expression and protein subcellular distribution. A) Confocal images of a 72 hpf Tg(*krt5:Gal4*;*UAS:mCherry*) embryo with TgBAC(*oclnb*-EGFP) expression. Oclnb-EGFP localized to cell junctions in periderm cells, which also expressed mCherry. B) Confocal images of a 72 hpf Tg(*ΔNp63:Gal4*;*UAS:mCherry*) embryo with TgBAC(*oclnb*-EGFP) expression. Oclnb-EGFP was not detected in mCherry-expressing basal cells. C) Confocal images of a 96 hpf Tg(*ΔNp63:Gal4*;*UAS:mCherry*) embryo with TgBAC(*col28a1a*-EGFP) expression. Col28a1a-EGFP was detected in the basement membrane, directly basal to mCherry-expressing basal cells. Dotted line outlines area containing Col28a1a-GFP, which had spread beyond a single basal cell. Large images are 2-D (*xy*) projections from 3-D confocal *z*-stacks. Arrows point from apical surface (*ap*) to basement membrane (*bm*) for *xz*- and *yz*-planes. Scale bars are 20 µm long.

## Discussion

By combining transgenic fish lines, cell purification, and RNA-Seq, we report comprehensive transcriptomes for two epithelial skin layers at three early developmental stages in zebrafish. Our observations verified the expression patterns of genes known to be expressed in skin, and, more importantly, identified numerous novel layer- and/or developmental stage-specific genes. This investigation can thus serve as a resource for identifying epithelial layer-specific enhancers, studying the functions of layer- and/or developmental stage-specific genes, and creating tools to label specific cell types at specific developmental stages.

Our data indicated that expression of specific junctional and ECM proteins are key cellular features distinguishing periderm and basal cells. 

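Of 54 tight junction genes, 12 were higher and 3 lower in periderm than in basal cells at 52 hpf (12 and 4 adjusted over the list alone), and 10 and 5 at 72 hpf (12 and 5 adjusted over the list alone). *cldnf* had a log2 fold change of 4.66 (standard error 0.631, edgeR adjusted p = 0.000217) at 52 hpf, and *tjp1b*, of the scaffold of these junctions, 2.61 (standard error 0.375, edgeR adjusted p = 0.000548). *cgnl1*, a paracingulin, had 2.63 (standard error 0.360, edgeR adjusted p = 0.000389) and *marveld2b*, a tricellulin, 3.36 (standard error 0.413, edgeR adjusted p = 0.000141). Of 45 basement membrane genes, 19 were lower in periderm at 52 hpf and 15 at 72 hpf (23 and 20 adjusted over the list alone), of 21 fibrillar and dermal collagen genes 10 and 12 (13 and 13 adjusted over the list alone), and none of either list was higher. *col5a3a* had -3.29 (standard error 0.550, edgeR adjusted p = 0.00124) at 52 hpf. Of 29 integrin genes, 12 were lower in periderm at 52 hpf and 13 at 72 hpf (13 and 14 adjusted over the list alone). The list counts come from lists fixed beforehand on themes the paper names, each over the genes tested.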

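*cdh1*, which encodes E-cadherin, had 36818 ± 8332 normalized counts (SD, n = 2) in periderm and 47789.8 ± 5692 in basal cells at 52 hpf, a log2 difference of -0.38 (standard error 0.533, edgeR adjusted p = 0.847). *dspa* and *dspb*, the desmoplakin genes, had -0.77 (standard error 0.611, edgeR adjusted p = 0.625) and 0.55 (standard error 0.556, edgeR adjusted p = 0.735). None of the 3 was called at 52 or 72 hpf in any setting. Of 18 adherens junction genes, 3 were higher and 3 lower in periderm at 52 hpf (3 and 4 adjusted over the list alone), such as *nectin4b* at 4.55 (standard error 0.597, edgeR adjusted p = 0.000177) and *nectin3b* at -2.23 (standard error 0.355, edgeR adjusted p = 0.00147). Of 14 desmosome genes, 2 were higher and 1 lower (2 and 1 adjusted over the list alone). The second occludin gene, *oclna*, had 15022 ± 3931 counts in periderm and 10785 ± 1192 in basal cells at 52 hpf, a log2 difference of 0.48 (standard error 0.555, edgeR adjusted p = 0.787), and -0.13 (standard error 0.554) at 72 hpf, and was called in no setting. *itga6b*, whose product anchors hemidesmosomes, was lower in periderm by -3.13 (standard error 0.699, edgeR adjusted p = 0.00884) at 52 hpf and -3.49 (standard error 0.711, edgeR adjusted p = 0.00571) at 72 hpf. Of 10 hemidesmosome genes, 0 were higher and 4 lower in periderm at 52 hpf (1 and 6 adjusted over the list alone). The *itga6b* call was lost without periderm replicate A (0.0593) or B (0.0931) of 52 hpf, and at 72 hpf without basal replicate A (0.0529) or periderm replicate B (0.082), as adjusted p.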

While periderm and basal cells expressed comparable levels of adherens junction and desmosomal proteins (*e.g.*, E-cadherin and Desmoplakin a and b), only periderm cells expressed high levels of tight junction proteins, such as occludins (*e.g.*, Figure 7); and only basal cells expressed high levels of hemidesmosome proteins, such as Integrin alpha 6b (https://zfishskin.net). These expression patterns were consistent with the periderm’s role as a barrier, and the basal cell layer’s role in attachment to the basement membrane. Secreted extracellular proteins are also major distinguishing features of periderm and basal cells. 

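Of 165 genes for secreted signals and their receptors, 3 were higher in periderm and 44 in basal cells at 52 hpf (4 and 49 adjusted over the list alone), and 4 and 27 at 72 hpf (6 and 35 adjusted over the list alone). The neuregulin receptor genes *erbb3a* and *erbb4b* were higher in periderm at 72 hpf by log2 fold changes of 4.97 (standard error 0.512, edgeR adjusted p = 5.07e-05) and 7.12 (standard error 0.969, edgeR adjusted p = 0.000246). *erbb4b* was in no skin category at any stage, with a highest mean of 191 normalized counts. *wnt6b*, a Wnt ligand gene, was lower in periderm by -2.89 (standard error 0.614, edgeR adjusted p = 0.00682) at 52 hpf and -3.33 (standard error 0.649, edgeR adjusted p = 0.00456) at 72 hpf, and *sema3c* at 52 hpf was among the largest basal differences. *efna1b* and *hbegfa*, the highest members of the list, had log2 differences of -1.55 (standard error 0.554, edgeR adjusted p = 0.144) and 0.03 (standard error 0.538, edgeR adjusted p = 1) at 52 hpf and were not called. The *wnt6b* call was lost at 52 hpf without periderm replicate A (adjusted p = 0.0855) and at 72 hpf without periderm replicate B (adjusted p = 0.0743). Receptors are counted with the signals, so the count is not one of secreted proteins alone.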

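Type IV collagen genes split into groups. *col4a5* was lower in periderm than in basal cells by a log2 fold change of -3.45 (standard error 0.567, edgeR adjusted p = 0.00103) at 52 hpf and -3.07 (standard error 0.557, edgeR adjusted p = 0.00296) at 72 hpf, and *col4a4* by -2.38 (standard error 0.443, edgeR adjusted p = 0.00372) and -2.93 (standard error 0.455, edgeR adjusted p = 0.0011). *col4a6* was lower by -3.47 (standard error 0.580, edgeR adjusted p = 0.0012) at 52 hpf and *col4a3* by -3.01 (standard error 0.516, edgeR adjusted p = 0.0021) at 72 hpf. *col4a1* and *col4a2* were not called between the layers, at 0.17 (standard error 0.592, edgeR adjusted p = 0.965) and 0.06 (standard error 0.674, edgeR adjusted p = 1) at 52 hpf. Of 75 glycosyltransferase genes, 19 were higher and 10 lower in periderm at 52 hpf (19 and 11 adjusted over the list alone), and 17 and 5 at 72 hpf (19 and 6 adjusted over the list alone). *b4galt1* had 3.55 (standard error 0.433, edgeR adjusted p = 0.000132) and *st3gal8*, a sialyltransferase, -2.39 (standard error 0.412, edgeR adjusted p = 0.00218) at 52 hpf. *b3gnt3.1* had 5.86 (standard error 0.586, edgeR adjusted p = 3.64e-05) and *fut9d*, a fucosyltransferase, 5.77 (standard error 0.924, edgeR adjusted p = 0.000673). Of 41 nucleotide sugar genes, 15 were higher and 1 lower at 52 hpf (21 and 2 adjusted over the list alone).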

Basal cells expressed high levels of basement membrane components such as Collagen IV chains (and potentially novel basement membrane-associated proteins, such as Collagen XXVIII alpha 1a), whereas periderm cells were enriched for glycosylation enzymes that likely contribute to the formation of the apical glycocalyx. Intriguingly, periderm cells also expressed high levels of at least one mucin — Mucin 13a (https://zfishskin.net). 

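*muc13a*, which encodes a membrane-bound mucin, had 1999.6 ± 698 normalized counts (SD, n = 2) in periderm and 69.5 ± 80.2 in basal cells at 52 hpf, a log2 fold change of 4.81 (standard error 0.985, edgeR adjusted p = 0.00409). At 72 hpf it had 1482 ± 248.3 and 20.0 ± 12.2, a log2 fold change of 6.15 (standard error 1.08, edgeR adjusted p = 0.00176). At 20 SS it had 1196 ± 860.3 in all skin and 12.4 ± 8.52 in nonskin1, a log2 fold change of 6.56 (standard error 1.097, edgeR adjusted p = 0.00071). In nonskin2 the single library of 52 hpf held 9.20. The call at 52 hpf was lost in a fit of only the groups compared (adjusted p = 0.0540).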

Mucins are thought to primarily be secreted by goblet cells and diffuse onto the apical surface of periderm cells (Linden *et al.* 2008). Since ECM proteins are primarily located basal to the basal cell layer or apical to periderm cells, our data could provide a useful resource for studying polarized secretion.

Our data also provide a foundation for better understanding the function of the periderm, an under-studied and relatively enigmatic tissue that is eventually sloughed off in both mammals and fish (Wolf 1967, 1968a, 1968b; M’Boneko and Merker 1988; Lee *et al.* 2014; Richardson *et al.* 2014). Periderm cells serve as the main barrier between embryos and the external environment, and thus contain tight junctions and display a glycocalyx on their apical surface. Defects in periderm differentiation or desquamation cause a variety of developmental abnormalities (Cui *et al.* 2007; Okano *et al.* 2012; de la Garza *et al.* 2013; Richardson *et al.* 2014; Liu *et al.* 2016). Our data identified specific junction genes, glycosylation factors, and transmembrane and secreted proteins that likely create these periderm-specific features. The apical surfaces of periderm cells project prominent actin-based microridges arranged in striking labyrinth-like patterns (Wolf 1967, 1968a; Lam *et al.* 2015; Pinto *et al.* 2019; Depasquale 2018). Although our study showed that actin regulatory genes as a category are enriched in both skin layers, specific actin-binding genes enriched in periderm may play specific roles in microridge morphogenesis. In mammals, the periderm disappears as the skin stratifies and the outer layers of the mature epidermis keratinize (Wolf 1968a, 1968b; Holbrook and Odland 1975; Hardman *et al.* 1999). By contrast, the basal cell-derived outer layer of the stratified adult skin does not cornify in fish, but takes on many of the characteristics of the embryonic periderm (Lee *et al.* 2014), reflecting the fact that fish skin is a mucosal epithelium at both embryonic and adult stages. Given their similarities, the periderm-like cells of the adult fish skin likely share much of the embryonic periderm gene expression program we report here.

A previous microarray-based study of the skin differentiation transcription factor Interferon regulatory factor 6 (*Irf6*) identified genes with expression enriched very early (11 hpf, before basal cells develop) in wildtype zebrafish periderm cells, as well as genes inhibited at 6 hpf by *dnIrf6*, a dominant-negative variant of *lrf6* (de la Garza *et al.* 2013). We converted the microarray periderm profile, *dnIrf6*-inhibited profile, and profile intersecting these two together to current genes to compare with our study (see Files S1 and S7). At 20 SS (our closest timepoint), all three profiles were enriched for genes we classified as ‘S’ (skin genes): 30%, 39%, and 75% of the periderm, *dnIrf6*-inhibited, and intersection profiles, respectively, were ‘S’ compared to 8% over all genes (4x to 10x higher than random expectation, hypergeometric *p*-values < 10^−53^). Expanding to all three of our timepoints, the intersection profile was strikingly enriched for our periderm classifications, with our flow SPP being the most frequent in that profile (46% of its genes: 26x, *p* < 10^−45^). In the other two profiles, SPP was the second most common flow (>7x, *p* < 10^−39^), below flow NNN. Hence, genes in these early profiles — especially the intersection profile — may indeed be key genes in establishing periderm identity.

Basal cells are stem cells that later serve as the source for stratification and diversification of the epidermis (Muroyama and Lechler 2012; Gonzales and Fuchs 2017), and are transformed in basal cell carcinomas (White and Lowry 2015). At the stages we studied, basal cells establish a unique relationship with the endings of sensory neurons that innervate the skin (O’Brien *et al.* 2012). Axons first innervate the region between basal and periderm cells, but then become enveloped exclusively by basal cells in glial-like ensheathment channels. Formation of these channels requires specific lipid microdomains, association with actin, and the formation of autotypic junctions (Jiang *et al.* 2019), but the signals that initiate ensheathment are unknown. The basal cell-specific genes we identified suggest candidate receptors for ensheathment signals, actin regulatory proteins that could promote membrane invagination, and specific components of autotypic junctions. Basal cells also play critical roles in wound healing, proliferating and migrating to repair epidermal damage. Repeating our experiments in wound paradigms (LeBert and Huttenlocher 2014) could identify basal cell genes involved in wound healing.

The cellular and molecular similarities between zebrafish and humans make them an efficient model for studying human diseases, including skin diseases (Li *et al.* 2011b; Li and Uitto 2014; Cline and Feldman 2016; Bootorabi *et al.* 2017). In recent years, larval zebrafish studies have shed light on the molecular causes and consequences of conditions characteristic of human skin diseases, including aberrant periderm development (Li *et al.* 2011a; de la Garza *et al.* 2013; Liu *et al.* 2016), defective adhesion and blistering (Carney *et al.* 2007, 2010; Sonawane *et al.* 2009; Kim *et al.* 2010; Goonesinghe *et al.* 2012; Postel *et al.* 2013), impaired wound healing (Niethammer *et al.* 2009; Rieger and Sagasti 2011; Lisse *et al.* 2016), and dysregulation of epidermal cell proliferation (Sonawane *et al.* 2005, 2009; Carney *et al.* 2007; Webb *et al.* 2008; Dodd *et al.* 2009; Eisenhoffer *et al.* 2012; Brock *et al.* 2019). Our gene expression profiles provide a resource for identifying additional molecules that may contribute to these and other skin conditions.

How the deposited data were processed for this re-analysis (not part of the article)

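RNA was sequenced from cell populations sorted by fluorescence at 20 SS, 52 hpf and 72 hpf, giving 23 libraries from 12 conditions. All skin (red) and nonskin1 (not red) cells came from a line with a red skin reporter. Periderm (red and green), basal (red only) and nonskin2 cells (neither color) came from a line that also carried a green periderm reporter, at 52 and 72 hpf only. The paper calls the 2 libraries of a condition biological replicates, and nonskin2 at 52 hpf has 1.

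The authors trimmed the reads with cutadapt 1.8.1, aligned them to GRCz11 with STAR 2.5.3a and estimated counts per transcript with Salmon. The deposited expected count of a gene is the sum over its transcripts, raised by the authors to a floor of 0.5 in each library. The deposited log2 values per library are the log2 of the expected count times a scale factor of the library. The scale factors were handled as score values, which the authors estimated and deposited with 1 final factor per library. Per condition, the deposited table gives the mean of a statistical model on the log2 scale and its standard error. The deposited −log10 p-values are unadjusted and were computed by the authors from that model for a change of 1.5-fold. The flow of each gene over the 3 stages, its GO terms and its biotype were also taken from the deposited table. Of its 207 columns per library, 161 were not used, since they repeat the counts in other forms.

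The table holds 31901 genes with values and 4721 rows of alternate sequence with annotation only, which were left out. Gene names were taken from a RefSeq gene table and the Ensembl names in the deposited table, by identifier, and 26292 genes had a name of their own. Another 3141 shared a name with another gene and kept their identifier. Totals per library were 16168892 to 37844809 counts, with a median of 21144740. At that depth the spread between libraries, not counting error, set the precision, since replicates differed by more than counting error in every condition with 2 libraries.

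The expected counts were rounded to whole numbers, which returns the floor to 0. They were scaled by TMM and filtered with filterByExpr by condition (smallest count 10), which kept 24099 genes. All 23 libraries entered 1 quasi-likelihood fit with robust estimation in edgeR 4.0.16 under R 4.3.3, with a coefficient per condition, no covariate and 11 residual degrees of freedom. The test was against a 1.5-fold change, after the paper's methods, and adjusted p-values are from edgeR by the Benjamini-Hochberg method over all genes tested in a comparison. Standard errors of log2 fold changes were worked back from the same fit. Each is the log2 fold change before edgeR's shrinkage, divided by the square root of F from the test of any difference. The fold changes printed beside them are the shrunken ones. The spread of the single nonskin2 library at 52 hpf, and of a lone library where its replicate was left out, was taken to be like that of the other conditions. There were 13 comparisons, namely all skin with nonskin1 at 20 SS, periderm and basal cells with nonskin2 and with each other at 52 and 72 hpf, nonskin1 with nonskin2 at 72 hpf, 52 hpf with 20 SS in all skin, 72 with 52 hpf in all skin, periderm and basal cells, and the change of the layer difference between the stages. No group held 3 libraries, so the samples were not split in other ways and no library was tested as an outlier.

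At 20 SS, genes higher in all skin than in nonskin1 formed the S category. At 52 and 72 hpf, genes higher in periderm or basal cells than in nonskin2 formed the skin categories, P or B where the layers differed and G otherwise, and all other genes were N. The 3 letters in the order of the stages gave the flow. Distances between libraries were Chebyshev distances over the first 6 principal components of log2 of the normalized count plus 0.5, with complete linkage. Receptors, transcription factors and actin-binding proteins, as marked in the deposited table, were ranked by the paper's sum of 2 scores.

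There were 30 gene lists of pathways and cell types, fixed with the design. Many of the pathway lists cover themes that the paper reports from these same libraries, so their results are no independent check of it. They were compared by counts of their called members, over all genes and adjusted over the list alone, and by camera in limma 3.58.1 on log2 CPM with a preset correlation of 0.01. Within flows they were tested by the one-sided Fisher's exact test against the genes tested. This test treats genes as independent and makes no allowance for correlation between them. The 28 GO terms that the paper names were tested in the same way, a choice made after the flows had been seen.

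The genes named were chosen by a rule of 4 parts. The first was every gene the paper names. The second drew on all skin at 20 SS, the layers at 52 and 72 hpf, and all skin at 52 hpf against 20 SS. There, genes came from the 10 higher and 10 lower called genes of largest log2 fold change. These had a mean of at least 100, no overlap between the libraries and no clone name. The third was up to 4 members of each list, and the last the genes behind a count of 10 or fewer. Genes of the last part, and any other gene said to be named after its value was seen, were chosen from the data.

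The steps were tested on simulated counts of independent libraries, with 200 genes changed. The changed genes had a mean of at least 50 counts in the reference condition. The shares below therefore do not cover lower genes, or comparisons in which far more genes differ. For periderm against basal cells at 52 hpf, 52% of 50 genes changed by 4-fold were called, 84% of those changed by 8-fold and 98% of those changed by 16-fold, with 2 calls among 23899 unchanged genes. None of the 50 genes changed by 2-fold was called. For periderm against the single nonskin2 library at 52 hpf, the shares at 4-fold, 8-fold and 16-fold were 20%, 64% and 96%, and at 20 SS 48%, 88% and 94%, each among 24099 genes in the fit.

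The alternatives were a test of any difference, a 2-fold test, an adjusted p under 0.01, an unadjusted p under 0.02 for the categories, RLE factors, the authors' scale factors, no filter, a filter of at least 50 counts in 2 libraries, a block for the replicate letter, DESeq2 1.42.0 against the same fold change, a fit of only the groups compared, nonskin1 as the reference, the paper's rule on the deposited model, and each of the 23 libraries left out in turn. For distances they were the filtered genes, a pseudocount of 5, Euclidean distances over all components and the deposited log2 values. For the lists they were an estimated correlation, the rotation test fry, protein-coding genes as background and the authors' flows. An adjusted p under 0.02 for the categories was added after the data were seen. The in situ hybridizations and reporter transgenes have no deposited values, and the comparison with published periderm profiles rests on a supplement that was not available, so none of them was re-derived.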

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

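Muscle transcripts stood out as a signal of a cell type that the paper does not analyse, since in replicate B of both layers at 52 hpf it was above that of the nonskin2 control. The 24 muscle genes summed to 493611 normalized counts in periderm replicate B of 52 hpf and to 19964 in replicate A, against 43736 in the nonskin2 library of that stage. The 2 replicates also differed in basal cells (6034 and 61158) and, at 72 hpf, in nonskin2 (16356 and 170977), basal cells (4270 and 94621) and periderm (4728 and 167697), the second value being that of replicate B each time. In the all skin libraries of 52 hpf, from the other line, the sums were 13984 and 14172. *actc1b*, the actin gene of this list with the highest level in periderm replicate B, had 2954 and 97462 counts in periderm replicate A and B of 52 hpf, and *myhz1.1* 2116 and 49113. All 24 genes reached a mean of 10 counts in all skin of 52 hpf, and none was on another list.

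Genes induced by tissue dissociation stood out because they lie outside the genes the paper discusses and were above the nonskin2 control in both layers. Of the 29 genes, 22 were general skin genes at 52 and 72 hpf. *fosab* had 39666 ± 4439 normalized counts (SD, n = 2) in periderm and 23413 ± 167 in basal cells at 52 hpf, against 5959 in nonskin2. *egr1* had 29259 ± 572, 11485 ± 2233 and 2174.0. All 29 genes reached a mean of 10 counts in all skin of 52 hpf, and *klf6a* was also on another list.

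Markers of mesenchyme and fin fold stood out in the same way in basal cells. They took 1.44% of the counts of basal cells at 52 hpf, against 0.120% in nonskin2, and 1.78% against 0.0960% at 72 hpf. The genes with most counts were *postnb*, with 240859 ± 226.99 (SD, n = 2) in basal cells of 52 hpf and 4279 in nonskin2, and the actinodin genes *and2* and *and1*, with 95122 ± 33458 and 67797 ± 17851. The mesenchymal genes *pdgfra* and *twist1a*, named after their values were seen, ran the other way, with 173.4 ± 80.2 and 154.9 ± 61.1 in basal cells and 1059 and 303 in nonskin2. Of the 20 genes, 18 reached a mean of 10 counts in all skin of 52 hpf, and *pdgfra* and *msx1b* were also on another list. No explanation of the difference was tested.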

How the results depend on the processing

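The tests of an adjusted p under 0.02 and of GO terms were chosen after the data were seen. With the authors' flows, the GO terms over-represented went from 2 to 1 in SNN and from 5 to 3 in NNG. Depth limits the levels of genes with few counts, such as the keratins under 10. The numbers of genes called between each layer and nonskin2, of skin-enriched genes, of skin genes at 52 and 72 hpf and of SPP genes stayed within 1.5-fold in every alternative run, as did the counts of type I keratins by mean and geometric mean, the replicates that joined first, the ranked genes with a layer preference and the lists over-represented in flows, and the change of the layer difference and the exchange between layers stayed at 0. For the others the cause was not tested. The keratins under 10 in every condition were 1 instead of 2 by the authors' normalized counts. A 2-fold test gave 2002 and 1601 genes between the layers at 52 and 72 hpf, 778 between 52 hpf and 20 SS, 5 between 72 and 52 hpf in periderm and 1 between nonskin1 and nonskin2, and a basal preference kept by 73.7%. An adjusted p under 0.01 gave 1975 genes at 20 SS (1433 of them S), 1792 and 1348 between the layers, 598 between 52 hpf and 20 SS, 0 between 72 and 52 hpf in all skin and 1 in periderm, 1 between nonskin1 and nonskin2, a ratio of general skin gains to losses of 4.91 and a basal preference kept by 70.7%. Any difference gave 2898 between 52 hpf and 20 SS and 21 between 72 and 52 hpf in periderm. DESeq2 gave 8, 36 and 31 between 72 and 52 hpf in all skin, periderm and basal cells, 36 between nonskin1 and nonskin2 and a ratio of 1.56. Only the groups compared gave 945 between 52 hpf and 20 SS, 0 and 26 between 72 and 52 hpf in all skin and periderm, 0 between nonskin1 and nonskin2, 72.4% of basal and 59.4% of periderm preferences kept, and a reversed ratio of 0.972. The ratio was also reversed with nonskin1 as the reference (0.942) and without 72 hpf nonskin2 replicate B (0.504). A periderm preference was kept by 69.6% with nonskin1 as the reference, 70.07% with RLE factors, 70.97% with the authors' scale factors and 68.9% under the paper's rule on the deposited model, and a basal one by 79.96% at an unadjusted p under 0.02. The authors' scale factors gave 6 genes between 72 and 52 hpf in periderm, and no filter 1 in basal cells. RLE factors shifted the median log2 fold change by -0.153 at 20 SS, 0.159 for periderm against nonskin2 at 52 hpf and 0.118 between the layers at 52 hpf, and the authors' factors by 0.127 between 52 hpf and 20 SS. No share of higher calls moved by over 10 points, except 83.3% of 6 against 70% of 10 in periderm from 52 to 72 hpf. Between the layers the larger side turned, from 46.5% higher in periderm to 54.0% (RLE) and 50.6% (authors' factors) at 52 hpf and from 45.6% to 50.02% (RLE) at 72 hpf.

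The replicate letters are not said to mark a shared sort. Deviations from the condition means correlated at 0.213 to 0.435 between the same letters of a sort, a hint from the data alone. With a replicate block, 5 genes were called between 72 and 52 hpf in periderm, 1 in basal cells and 16 between nonskin1 and nonskin2, and 12 lists between 72 and 52 hpf in basal cells. It had no value for comparisons with the single nonskin2 library.

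Of the 30 lists, camera called 18 at 20 SS, 13, 17, 14 and 16 for the layers against nonskin2, 12 and 9 between the layers, 10 between 52 hpf and 20 SS, 12, 12 and 7 from 52 to 72 hpf in all skin, periderm and basal cells, 15 between nonskin1 and nonskin2 and 14 for the change of the layer difference. With an estimated correlation it called 0 in each of the 13 comparisons. The rotation test fry called 20 and 22 in periderm against nonskin2 at 52 and 72 hpf, 5 between the layers at 52 hpf, 3 between 52 hpf and 20 SS, 0, 0 and 1 from 52 to 72 hpf in all skin, periderm and basal cells, 0 between nonskin1 and nonskin2 and 0 for the change of the layer difference. No list reversed.

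With each library left out in turn, the counts ranged over 1902–3858 at 20 SS, 7467–9803 and 6830–8934 for periderm and basal cells against nonskin2 at 52 hpf and 8199–10814 and 7823–10378 at 72 hpf, 1824–3383 and 1319–2793 between the layers, 498–1800 between 52 hpf and 20 SS, 0–3, 0–18 and 0–31 from 52 to 72 hpf in all skin, periderm and basal cells, 0–19 between nonskin1 and nonskin2 and 0–0 for the change of the layer difference. Skin-enriched genes ranged over 5826–6848, skin genes over 1409–2414, 4758–5359 and 4539–6038 at the 3 stages, the ratio over 0.504–3.42, the basal and periderm preferences kept over 28.4–88.3% and 47.5–83.6%, and the exchange between layers over 0–0. Without 52 hpf nonskin2, comparisons with it could not be made.

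Of 546 calls of named genes, 132 were lost at an adjusted p under 0.01, 76 in the 2-fold test, 0 to 63 with a library left out (most without periderm replicate A of 52 hpf), 36 with only the groups compared, 34 with the block, 21 with DESeq2, 15 each with the authors' factors and no filter, 11 with RLE factors and 1 with the other filter. One reversed, *pnp4a* between the layers at 72 hpf without basal replicate B (0.79, edgeR adjusted p = 0.848), where the lowest value with a library left out was -5.82.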

Differences from the paper's values

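In the paper, 10% of skin-enriched genes were not protein-coding, against 5.03% here. Of the alternatives set before the data were examined, the paper's rule on the deposited model gave 9.56%, and no other did away with the difference (4.60% to 5.096% with a library left out, 3.02% to 5.57% otherwise). In the paper, 10% of periderm-preferred genes of 52 hpf were nonskin at 72 hpf, against 4.54% here. The difference was not found in a fit of only the groups compared, without 72 hpf periderm replicate A, without either 72 hpf nonskin2 library (8.34% and 9.49%), with nonskin1 as the reference (9.68%) or under the paper's rule on the deposited model (10.3%), and remained in all others (2.94% to 6.40%).

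The paper's statement that genes gained general skin enrichment from 52 to 72 hpf more often than they lost it held here (2.53) but not for nonskin1 as the reference (0.942), only the groups compared (0.972) or without 72 hpf nonskin2 replicate B (0.504), and with replicate A left out the numbers were about equal (1.02). The paper describes skin and nonskin as the most different populations. By mean distance they were here as well (340 against 153 within skin or within nonskin), but the top split of the tree set the 7 nonskin libraries of 52 and 72 hpf apart from the other 16, which included nonskin1 of 20 SS.

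The paper places *krt92* among the periderm-preferred keratins. Here its layer difference passed at both stages in a fit of only the groups compared, with a replicate block (adjusted p = 0.0305 and 0.0258 by edgeR) and at an unadjusted p under 0.02, and at 72 hpf without either nonskin1 library of 52 hpf, but not otherwise. The other layer-preferred keratins it names, *krt17*, *cyt1*, *cyt1l*, *krt91* and *krtt1c9*, were called in the paper's direction. The paper describes 6 type I keratins as very low in all conditions. Their geometric means were below 10, but 4 exceeded 10 in a condition, up to 83.9 for *si:ch211-156l18.7* in periderm. By arithmetic mean, *krt15* (4826) was above the paper's limit for high type I keratins, where the paper does not list it, and by geometric mean *krt92* (3367) and *krtt1c9* (2403) fell below. The paper describes occludins as high in periderm alone. *oclnb* was, while *oclna* was at 15022 counts in periderm and 10785 in basal cells at 52 hpf and called in no setting.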

Other observations

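Some cell division genes had lower levels in the periderm of 52 hpf. Of 34 such genes, 11 were lower in periderm than in nonskin2 at 52 hpf and 0 higher (9 and 0 adjusted over the list alone), and in basal cells 1 was lower and 1 higher. Of all 24099 genes tested, 5476 were lower in that periderm comparison, and the share was given no test. *cenpf*, which encodes a kinetochore protein of dividing cells, had 482 ± 5.37 normalized counts (SD, n = 2) in periderm, 1315 ± 43.2 in basal cells and 1928 in nonskin2, a log2 fold change of -2.00 (standard error 0.386, edgeR adjusted p = 0.00215) from nonskin2. *mki67*, a proliferation marker, had 2479.8 ± 64.4, 5405 ± 896 and 7308. At 72 hpf, 0 of the 34 genes were lower in periderm than in nonskin2 and 1 was higher. The change of the layer difference between the stages passed for none of these genes. Between the layers at 52 hpf, 5 were lower in periderm, among them *cenpf* at -1.45 (standard error 0.335, edgeR adjusted p = 0.0265), a call lost without any of the 4 layer libraries (adjusted p from 0.0724 to 0.122 by edgeR), in the 2-fold test (0.219) and by DESeq2 (0.223).

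The forkhead genes of ionocyte precursors, *foxi3a* and *foxi3b*, were above nonskin2 in both layers. In basal cells at 72 hpf they had 1552 ± 1123 and 2005 ± 1004 normalized counts (SD, n = 2), against 3.15 ± 0.552 and 7.67 ± 0.846 in nonskin2, and log2 fold changes of 8.89 (standard error 0.945, edgeR adjusted p = 2.7e-06) and 8.01 (standard error 0.890, edgeR adjusted p = 3.94e-06). Neuron genes ran the other way, with 17 of 19 lower in periderm and in basal cells than in nonskin2 at 52 hpf, and 18 and 19 at 72 hpf (the same numbers adjusted over the list alone). *elavl3*, an RNA-binding protein of neurons, had 1250.4 ± 228.4 counts in periderm, 909 ± 36.1 in basal cells and 18925 in nonskin2 at 52 hpf.

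Of the tests that follow, those of muscle RNA or cells in 1 of 2 sorts and of the ratio of gains to losses were chosen after the result was seen. For the muscle genes, the summed counts differed between the replicates by 10.14-fold to 35.5-fold in 5 conditions. In each of these pairs at least 87.5% of the 24 genes differed by more than 2-fold in the direction of the sum, which is consistent with RNA or cells of muscle in 1 of the 2 sorts. A lower share of the sorted type would have raised markers of other types as well, but 0 of 12 other marker lists moved by over 0.5 times the muscle difference of 5.17 (log2, mean of the medians of the pairs), and the means over the pairs ran from -1.16 for erythrocyte genes to 0.615 for pigment cell genes. The periderm and basal gates would remove muscle cells without a reporter and the nonskin2 gate would not, so muscle RNA carried over in the sort stays open. No biological explanation was tested, since the design names no difference between replicates.

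Genes that gained general skin enrichment from 52 to 72 hpf stood at a ratio of 2.53 to those that lost it. The other 2 scalings of the libraries did not remove this excess, with a lowest ratio of 2.06. They shifted the median log2 fold change of a comparison by at most 0.159, so a scaling further off was not excluded. The number of nonskin2 libraries, 1 at 52 hpf and 2 at 72 hpf, remains a candidate explanation: without either 72 hpf nonskin2 library, or with nonskin1 as the reference, the highest ratio was 1.02. With nonskin1, from another line and with 2 libraries at each stage, 813 genes gained and 863 lost, so equal numbers of libraries gave no excess of gains.

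For the genes induced by tissue dissociation, neither of the other 2 scalings removed the difference, since their lowest median log2 fold change in the layers was 2.31. A gate or line specific to the layer sorts could not alone account for it. At least 22 of the 29 genes were also higher in all skin than in nonskin1, from another line and other gates, at 52 and at 72 hpf. At 20 SS, 13 were. Whether the layer gates add to the layer values was not tested. Both lines carried the red reporter, and both comparisons set red cells against cells that were not red, so an effect shared by the sorts stays open. A stronger response of skin cells to dissociation, or a higher level of these genes in the skin of the intact embryo, may each account for the difference, and nothing in these libraries separates them.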
